# Deficiency of *P2RY11* causes narcolepsy and attenuates the recruitment of neutrophils and macrophages in the inflammatory response in zebrafish

**DOI:** 10.1007/s10565-024-09882-5

**Published:** 2024-05-21

**Authors:** Lin Zhao, Li-feng Wang, Yi-chen Wang, Ao Liu, Qian-wen Xiao, Ming-Chuan Hu, Ming-zhu Sun, Hui-yu Hao, Qian Gao, Xin Zhao, Dong-yan Chen

**Keywords:** P2RY11, Narcolepsy, Inflammation, Neutrophil, Macrophage, Zebrafish

## Abstract

Purinergic receptor P2Y11, a G protein-coupled receptor that is stimulated by extracellular ATP, has been demonstrated to be related to the chemotaxis of granulocytes, apoptosis of neutrophils, and secretion of cytokines in vitro. P2Y11 mutations were associated with narcolepsy. However, little is known about the roles of P2RY11 in the occurrence of narcolepsy and inflammatory response in vivo. In this study, we generated a zebrafish *P2Y11* mutant using CRISPR/Cas9 genome editing and demonstrated that the *P2Y11* mutant replicated the narcolepsy-like features including reduced HCRT expression and excessive daytime sleepiness, suggesting that *P2Y11* is essential for HCRT expression. Furthermore, we accessed the cytokine expression in the mutant and revealed that the *P2RY11* mutation disrupted the systemic inflammatory balance by reducing *il4*, *il10* and *tgfb,* and increasing *il6*, *tnfa*, and *il1b.* In addition, the *P2RY11*-deficient larvae with caudal fin injuries exhibited significantly slower migration and less recruitment of neutrophils and macrophages at damaged site, and lower expression of anti-inflammatory cytokines during tissue damage. All these findings highlight the vital roles of P2RY11 in maintaining HCRT production and secreting anti-inflammatory cytokines in the native environment, and suggested that *P2RY11-*deficient zebrafish can serve as a reliable and unique model to further explore narcolepsy and inflammatory-related diseases with impaired neutrophil and macrophage responses.

**Graphical abstract:**

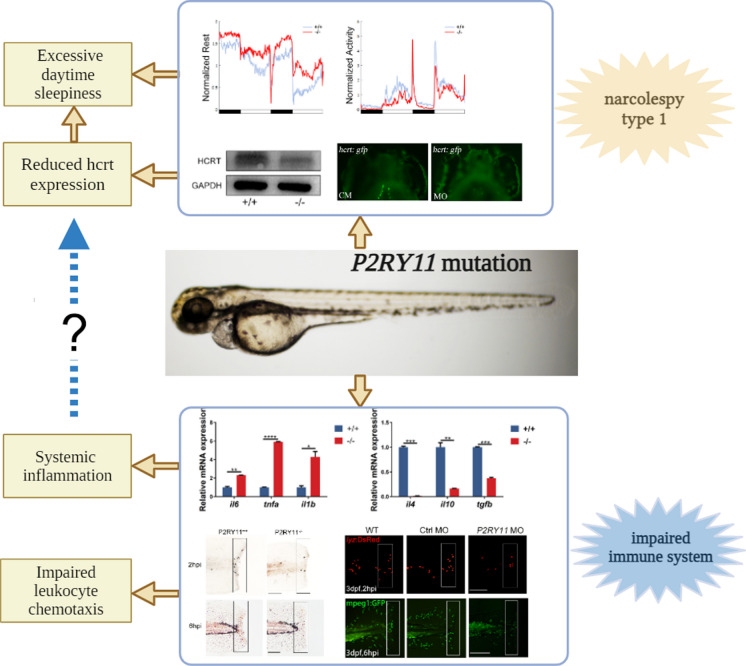

**Supplementary Information:**

The online version contains supplementary material available at 10.1007/s10565-024-09882-5.

## Introduction

Extracellular ATP released from cellular stress or apoptosis can be recognized as a damage-associated molecular pattern (DAMP) and can lead to the coordinated activation of P2 purinergic receptors on immune cells (Klaver et al. 2022). Purinergic receptor P2Y11, belonging to the P2 purinergic receptors family of G protein-coupled receptors (GPCRs), is expressed in diverse immune cell types, including macrophages, dendritic cells, and neutrophils (Klaver and Thurnher 2021). It could couple to extracellular ATP and translate the ATP alarm into a cytoprotective response via immunomodulation (Di Virgilio et al. 2020). Activation of the P2Y11 receptor could trigger intracellular cAMP signaling and induce downstream protein kinase C (PKC) (Klaver et al. 2022).

Previous studies have reported that P2Y11-mediated purinergic signaling is involved in inflammatory response. The stimulation of P2Y11 could increase the chemotaxis of granulocytes, inhibit the apoptosis of neutrophils, and extend their survival (Kennedy 2017). Suppression of P2Y11 could inhibit the differentiation of the THP-1 cell line into M1 macrophages and the secretion of IL-6 following LPS stimulation (Sakaki et al. 2013). Interestingly, in human M2 macrophages, P2Y11 plays a role in the anti-inflammatory response via inhibiting TLR4-driven TNF-α secretion (Gruenbacher et al. 2021). The activation of P2Y11 reduced the increase in TNF-α induced by radiation and increased IL-10 release in the blood (Swennen et al. 2008). Recent evidence shows that P2Y11 functions as a key receptor for macrophages, playing a vital role in regulating cytokine expression and inhibiting virus replication upon nucleotide interactions (Andersen et al. 2023). However, almost all studies on the function of P2Y11 have only been conducted in various cell lines because the *P2Y11* gene is absent in rodents. Thus, the function of P2Y11 in modulating the in vivo inflammatory response is still unknown.

SNP (rs2305795) of the *P2RY11* gene is found to be related to narcolepsy with cataplexy (Narcolepsy type 1, NT1), which is an immune-related disease characterized by a significant loss of HCRT (hypocretin neuropeptide precursor; also known as orexin) neurons (Kornum et al. 2011). Besides rs2305795, other missense mutations of *P2RY11* were also found in NT1 and led to a functional defect through both cAMP and Ca^2+^ signaling pathways (Degn et al. 2017). These studies have confirmed the correlation between the *P2RY11* gene and narcolepsy. However, due to the lack of suitable animal models that can mimic the *P2RY11* mutation in NT1, it has not been directly proven that the reduction of P2RY11 can lead to the occurrence of NT1.

Zebrafish (Danio rerio) has emerged as a unique model for studying sleep/wake disorders and inflammation due to its advantages of rapid ex utero development, transparent embryos, daytime activity, and an inflammatory response similar to mammals’ (Novoa and Figueras 2012). More importantly, *P2RY11* is present in the zebrafish genome and shows the same syntenic location as those of other mammalian species, implying that zebrafish *P2RY11* is indeed an ortholog of human *P2RY11* (Dreisig and Kornum 2016). Furthermore, the role of HCRT in promoting wakefulness was conserved between zebrafish and mammals.

To better evaluate the connection between the reduction of P2RY11 and NT1, as well as the effect of P2RY11 deficiency on the inflammatory response in vivo, we generated and characterized a zebrafish *P2RY11* loss-of-function mutant. Mutant larvae exhibited excessive daytime sleepiness and a lower level of HCRT expression, implying that zebrafish *P2RY11* mutants convincingly model human narcolepsy. Moreover, P2RY11 deficiency caused elevated levels of pro-inflammatory cytokines and reduced levels of anti-inflammatory cytokines. It also decreased the expression of genes that mediate the chemotaxis of neutrophils and macrophages, leading to diminished accumulation of macrophages and neutrophils at the injury site during non-infectious inflammation. These findings suggest important roles of P2RY11 in the inflammatory response in vivo.

## Materials and methods

### Zebrafish husbandry and morpholino injection

Adult zebrafish were raised at 28°C in a professional recirculating water system under a light-dark cycle (14-h light and 10-h dark) (Kimmel et al. 1995). Larvae were maintained in E3 medium with methylene blue. The following strains were used in this study: *Tg(hcrt:GFP)*, *Tg(lyz:DsRed)*, and *Tg(mpeg1:GFP)*. Zebrafish *P2RY11* (NM_001204454.1) MO (5′-TGCATAAACTGTCGTTCTTCATCTCT-3’) and mismatch MO (5′-TGGAAAAAGTGTCCTTGTTCATCTC-3’) were obtained from Gene-Tools, LLC. Approximately 0.6 ng of each was injected into one-cell stage embryos of *Tg(hcrt:GFP)*, *Tg(lyz:DsRed)*, or *Tg(mpeg1:GFP)* to generate the morphants.

### Generation of *P2RY11* mutant zebrafish

Mutagenesis was carried out using CRISPR/Cas9 technology, as previously described (Vejnar et al. 2016). Cas9 messenger RNA was synthesized using the mMESSAGE mMACHINE SP6 kit (Invitrogen) after the Cas9 plasmid was linearized. A mixture of sgRNA and Cas9 mRNA was injected into zebrafish embryos at the one-cell stage. The embryos were raised to adulthood as the F0 generation and crossed with wild-type (WT) zebrafish to obtain F1 generation embryos lacking *P2RY11*. Finally, an F1 founder line with an 8-base pair deletion in the *P2RY11* gene was obtained and used in subsequent experiments.

### Neutral red staining

A 2.5 ug/ml neutral red solution (Solarbio) was prepared using E3 solution containing 0.003% PTU. Zebrafish larvae at 3 dpf were immersed in the solution for 8 h at 28.5 °C in dark. Images were taken with a microscope. Quantification was performed manually.

### Sudan Black staining

Fixed larvae of *P2RY11*^*−8 bp*^ and siblings at 3 dpf were immersed in SB solution (G1691; Solabio) for 30 min followed by washing with 70% ethanol. Images were taken with a microscope. Quantification was performed manually.

### Tail fin amputation

The tail fin was amputated using *P2RY11*^*−8 bp*^ mutants and siblings, or MO-injected *Tg(lyz:DsRed)* and *Tg(mpeg1:GFP)*. The tail fin was amputated with a sterile scalpel on Petri dishes coated with 1.5% agarose under a stereomicroscope. Amputated larvae were maintained in the E3 medium. MO-injected *Tg(lyz:DsRed)* and *Tg(mpeg1:GFP)* larvae were anesthetized and observed under a fluorescence microscope for neutrophils at 2 h post-injury (hpi) and macrophages at 6 hpi. *P2RY11*^*−8 bp*^ and its siblings were used for Sudan black staining and neutral red staining. Regenerated tail fins of *P2RY11*^*−8 bp*^ and its siblings were amputated at 6 hpi, and then harvested for RNA extraction.

### RNA extraction and quantitative real-time PCR

*P2RY11*^*−8 bp*^ embryos and their siblings were harvested at 3 dpf. Amputated regenerated tail fins were harvested at 6 hpi. Total RNA was extracted using TRIzol reagent and then transcribed into cDNA with a HiFiScript cDNA Synthesis Kit (CWBIO, China). qRT-PCR was performed using a SYBR labeling system (CWBIO, China) on an Applied Biosystems system (Thermo Fisher Scientific, US). The relative expression was calculated using the 2-ΔΔCt method, normalized to the beta-actin level. The primer pairs were summarized in Table S1.

### RNA sequencing analysis

Total RNA was extracted from 50 embryos of *P2RY11*^*−8 bp*^ and siblings, quantified, and its integrity was checked (*n* = 3). The high-throughput RNA-sequencing (RNA-seq) analysis was performed on an Illumina HiSeq 4000 by Shanghai Aksomics Biotech in Shanghai, China. Briefly, RNA libraries were constructed and quantified with an Agilent 2100 Bioanalyzer and an ABI StepOnePlus RT-PCR system (Thermo Fisher, MA, USA). The raw trimmed reads were aligned to the zebrafish reference genome (GRCz11) using HISAT2 software (v2.1.0). The transcript abundance for each sample was estimated using StringTie (v1.3.3), and the FPKM values for gene and transcript levels were calculated using the R package Ballgown (v2.10.0). Differential expressed genes were identified based on the following criteria: fold change > 1.5 and *P*-value < 0.05.

### Sleep/wake behaviors

A video‐tracking system was modified from a previous study and was applied to record 48-h continuous sleep/wake behaviors (Rihel et al. 2010). 12 larvae of *P2RY11*^−8 bp^ and their siblings at 96 hpf were placed in a 96‐ well plate, with one larva in each well. 400 μL of E3 solution in each well can help maintain a nearly flat surface at the top of the wells, ensuring clear larval images with high resolution, brightness, and contrast. The 96‐well plate was illuminated with diffuse white light (7:30 AM to 9:30 PM) and constant infrared LED light. Images were recorded utilizing a video camera, which was equipped with a stationary megapixel lens (MP5018) and an infrared-penetrable filter, enabling the capture of infrared light. The entire system was kept at a steady temperature of 28°C and monitored for 48 h from 96 to 144 hpf.

### Western blot and antibodies

Zebrafish larvae at 5 dpf or adult tail fins were lysed in RIPA (CWBIO, China) with PMSF (Sigma-Aldrich). The proteins were quantified, and subjected to SDS-PAGE. They were then transferred onto a PVDF membrane. The primary antibodies are listed as follows: mouse anti- GAPDH (1:5000; Abmart, China), mouse anti- actin (1:1000; Millipore), rabbit anti- zHCRT (1:1000; produced by HuaBio, Hangzhou, China), and rabbit anti- zP2RY11(1:1000 produced by HuaBio, Hangzhou, China).

### Image acquisition and processing

The injured MO-injected *Tg(lyz:DsRed)* and *Tg(mpeg1:GFP)* larvae were mounted in 1% agarose after being anesthetized. Subsequently, the injured fin was imaged using a confocal microscope at 10 × . Images were taken every 3 min until 6 hpi for macrophages in *Tg(mpeg1: GFP)* or 2 hpi for neutrophils in *Tg(lyz:DsRed).* The images were used for analyzing the motility of macrophage and neutrophil with the software ImageJ (NIH, USA).

### Data analysis

All experiments were performed in triplicate. One-way ANOVA and unpaired two-tailed t-tests were used to evaluate differences among the various groups. Graph Prism 6 and MATLAB were utilized for statistical analysis and chart creation. The data is presented as the mean ± standard deviation (SD). Significance was set as *P* < 0.05 (*), *P* < 0.01 (**), and *P* < 0.001 (***). A phylogenetic tree was constructed using the neighbor-joining method with 1000 bootstrap replicates in MEGA 7.0. Heatmaps were generated with Heatmapper. Gene Ontology (GO) term enrichment analysis was conducted using the sources in the Metascape website.

## Results

### Establishment of *P2RY11* mutant

To elucidate the relationship between zebrafish P2Y11 and its corresponding orthologues in different taxa, a phylogenetic analysis were performed using the protein sequences of 8 families of P2Y receptors across 7 species (shrew, zebrafish, human, macaques, rat, mouse, and frog) using the neighbor-joining method (Fig. 1A). The P2Y receptors can be categorized into two clades. The P2Y11 cluster forms one clade with clusters of P2Y1, P2Y2, P2Y4, and P2Y6. Clusters of P2Y8, P2Y12, P2Y13, and P2Y14 forms another clade. As expected, zebrafish P2Y11 is located in the cluster of P2Y11.

**Fig. 1:**
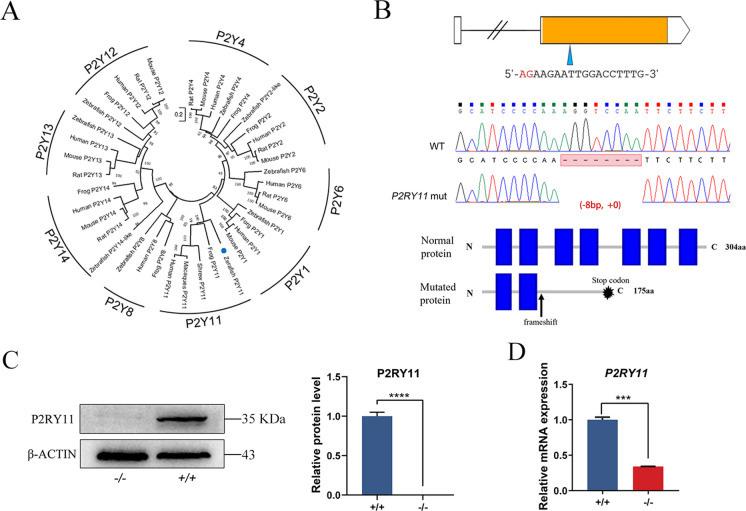
Phylogenetic trees of the P2YR family and the generation of a *P2RY11*^*−/−*^ mutation in zebrafish using CRISPR-Cas9 editing. A. Phylogenetic analysis was conducted on the predicted protein sequences of 8 families of P2Y receptors across 7 species using the neighbor-joining method. B. Structure of the zebrafish *P2RY11* gene and protein. A guide RNA was designed to specifically target exon 2. The *P2RY11*^*−/−*^ allele was created by deleting 8 bases in exon 2. The "-" indicates the deleted nucleotides. The mutation results in a frameshift and premature truncation of the protein. The blue boxes represent the transmembrane domains of P2RY11 protein. C. Western blot and statistical analysis (*n* = 3) of the P2RY11 protein in the tail of the *P2RY11*^−/−^ and *P2RY11*^+/+^ adult (3 mpf) zebrafish. D. The expression level of *P2RY11* mRNA in the 3-dpf *P2RY11*^−/−^ and *P2RY11*^+/+^ larvae was analyzed by qRT- PCR (*n* = 20). T-test, ***p < 0.001, **** p < 0.0001

To investigate the role of *P2RY11* in sleep and inflammation, a *P2RY11*mutated zebrafish line was generated by targeting the exon 2 of *P2RY11* (Fig. 1B). A *P2RY11* mutation with an 8- bp deletion was identified, causing a frameshift mutation in the protein-coding region, which consequently triggered premature termination of translation. To verify the mutation, the expression of *P2RY11* mRNA and protein were measured in WT and *P2RY11* mutants. The results showed that the expression of *P2RY11* was decreased in mRNA level and undetected at the protein level in *P2RY11* mutants (Fig. 1C, D). Therefore, the generated *P2RY11* (-8 bp) mutant is a loss-of-function mutation.

### Morphological analysis of *P2RY11*-deficient zebrafish larvae

To examine whether *P2RY11* deficiency would affect early development, we observed morphologic characteristics from 4-cell stage. No difference was found between the *P2RY11*^−8 bp^ mutant and its siblings from 4-cell stage to 24 hpf. With development progressing, the eyes and head of *P2RY11*^−8 bp^ larvae became significantly smaller than those of their siblings at 48, 72 and 96 hpf (Fig. 2A-C). Pericardial edema was also evident in *P2RY11*^−8 bp^ larvae (Fig. 2A). The size of the pericardium was significantly larger when compared with the control siblings at 48, 72, and 96 hpf (Fig. 2D). In summary, the deficiency of *P2RY11* could not affect the early embryonic development but impact later growth of the eye, head, and heart regions.

**Fig. 2:**
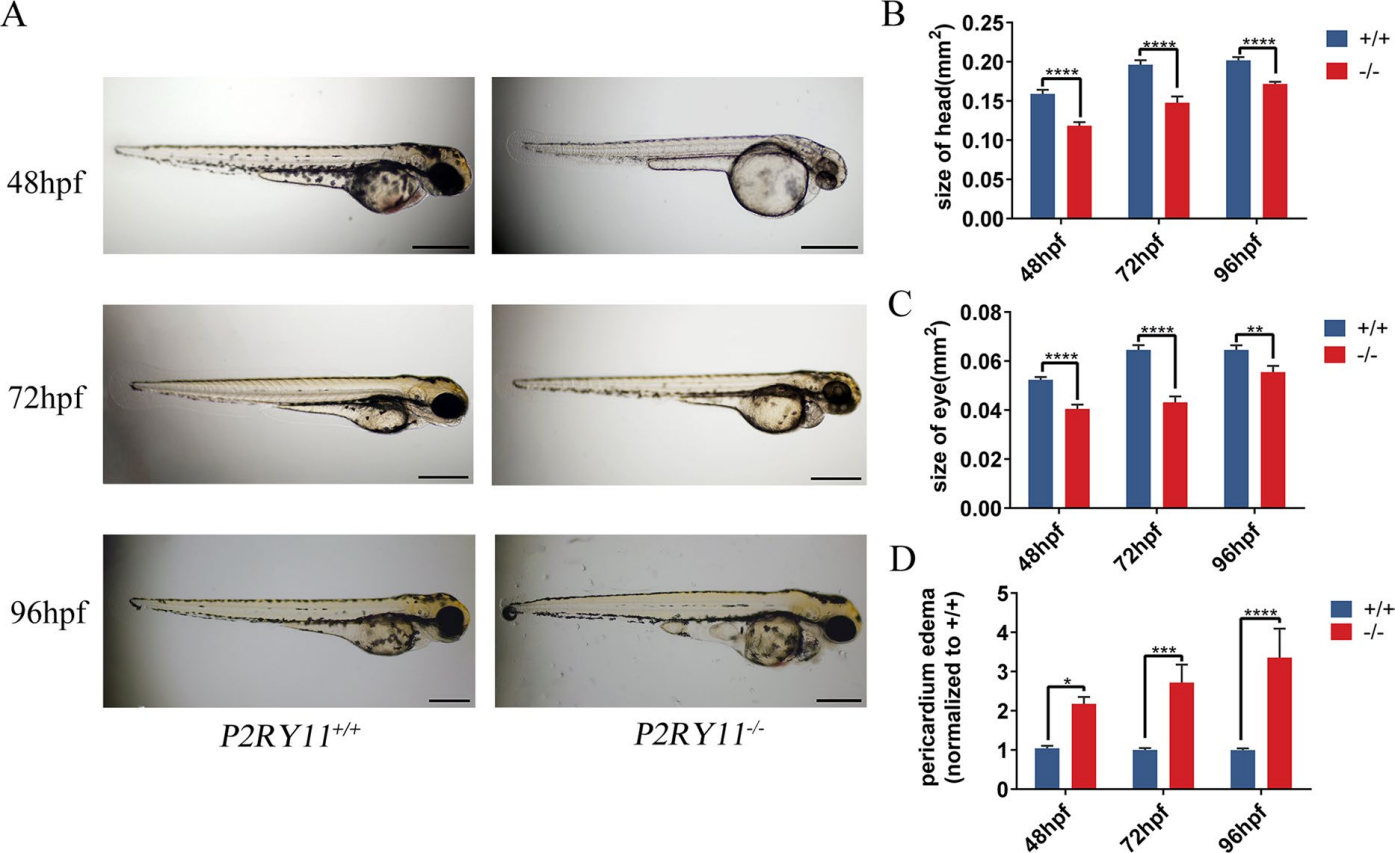
Morphological analysis of *P2RY11*^*−/−*^ zebrafish larvae. A, Morphology of *P2RY11*^−/−^ and *P2RY11*^+/+^ larvae at 48, 72, and 96 hpf. B-D, Statistical analysis for the head (B), eye (C), and pericardium (D) of *P2RY11*^−/−^ and *P2RY11*^+/+^ larvae at 48 hpf (*n* = 28), 72 hpf (*n* = 23), and 96 hpf (*n* = 28). *Scale bar*: 500 μm. T-test for analysis, *p < 0.05, ** p < 0.01 ***p < 0.001, ****p < 0.0001

### Deficiency of *P2RY11* decreases the expression of HCRT

Given the association of *P2RY11* with NT1, the expression of HCRT was examined in *P2RY11-*deficient larvae at 3 dpf. Both *hcrt* mRNA and HCRT protein were reduced in* P2RY11*^−8 bp^ larvae compared to their WT controls (Fig. 3A, B). In order to investigate the impact of *P2RY11* deficiency on HCRT neurons, we knocked down the expression of *P2RY11* in *Tg(hcrt:GFP)* and observed a decrease in number of HCRT neurons and mRNA levels of *hcrt* in the *P2RY11* deficient larvae (Fig. 3C-E).

**Fig. 3:**
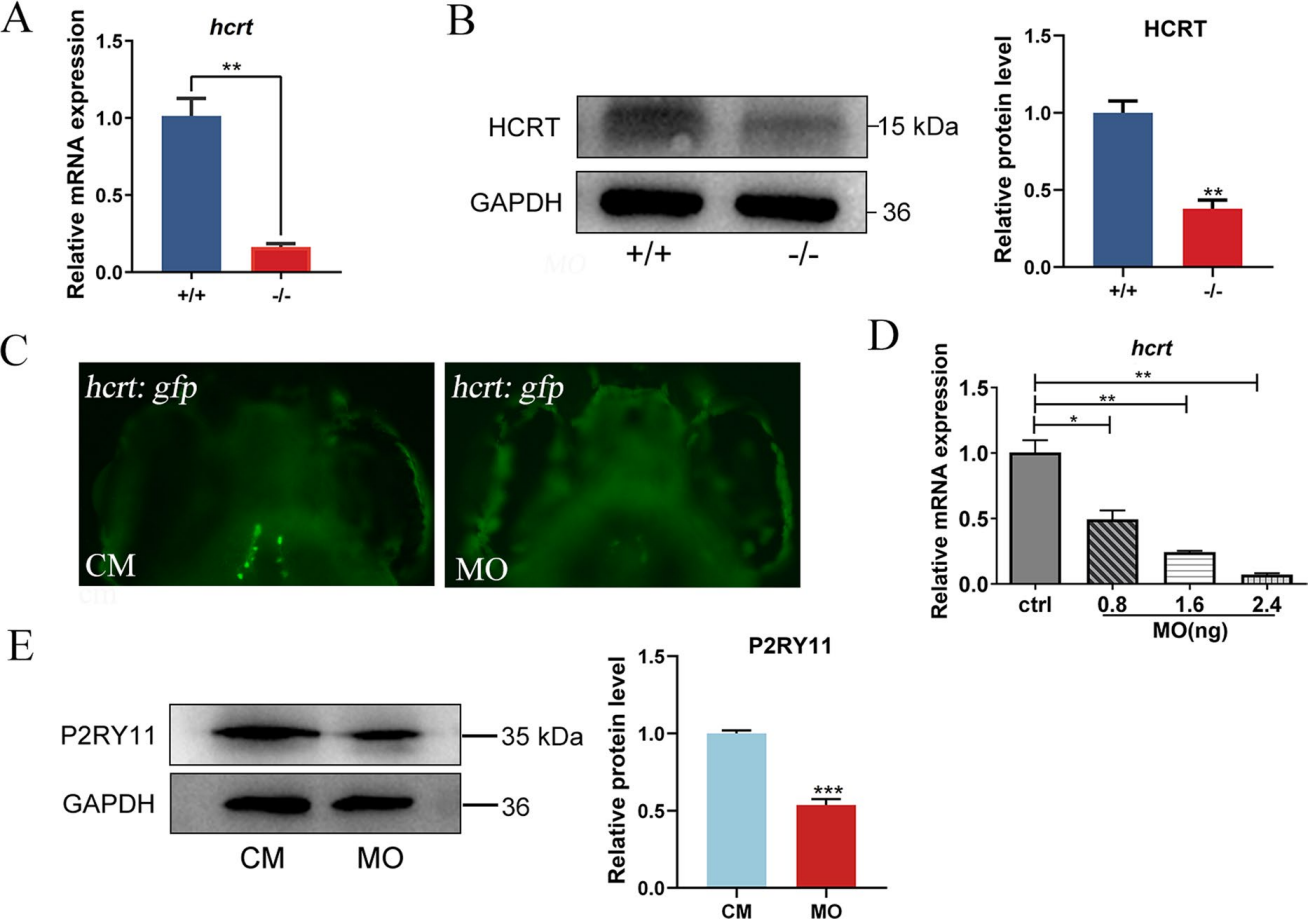
Deficiency of *P2RY11* reduces the HCRT expression. A, Reduced expression of *hcrt* mRNA in *P2RY11*^−/−^ mutants at 3 dpf detected by RT-qPCR (*n* = 20). B, Western blot (*n* = 10) and statistical analysis (*n* = 3) of the HCRT protein in *P2RY11*^−/−^ mutants at 3 dpf detected by western blot. C, Decreased HCRT neurons in *P2RY11* MO injected larvae at 3 dpf (*n* = 20). D, Reduced expression of *hcrt* mRNA in *P2RY11* MO morphants at 3dpf (*n* = 20). E, Western blot (*n* = 20) and statistical analysis (*n* = 3) of the P2RY11 protein in *P2RY11* MO morphants at 3dpf. T-test (A, B, E) and one way ANOVA (D) were conducted. *p < 0.05, **p < 0.01 ***p < 0.001

### Deficiency in *P2RY11* increases sleepiness and reduced waking activity during the daytime

To examine whether the deficiency of *P2RY11* could affect the sleep patterns of zebrafish larvae, we conducted a sleep/wake analysis from 96 to 144 hpf. The results showed that *P2RY11*^−8 bp^ larvae exhibited reduced activity and increased rest during both night and daytime compared to their WT controls (Fig. 4A, B). The parameters regarding sleep/wake behavior were analyzed. *P2RY11* deficiency could significantly increase duration of rest, the number of rest bouts, and length of rest bouts only during the daytime period (Fig. 4C-E). Accordingly, both total activity and waking activity of *P2RY11*^−8 bp^ larvae were considerably lower than those of their WT controls in either daytime recorded (Fig. 4F; Fig. S1). Thus, *P2RY11*^−8 bp^ larvae exhibited a changed sleep/wake pattern similar to the excessive daytime sleepiness observed in narcolepsy patients.

**Fig. 4:**
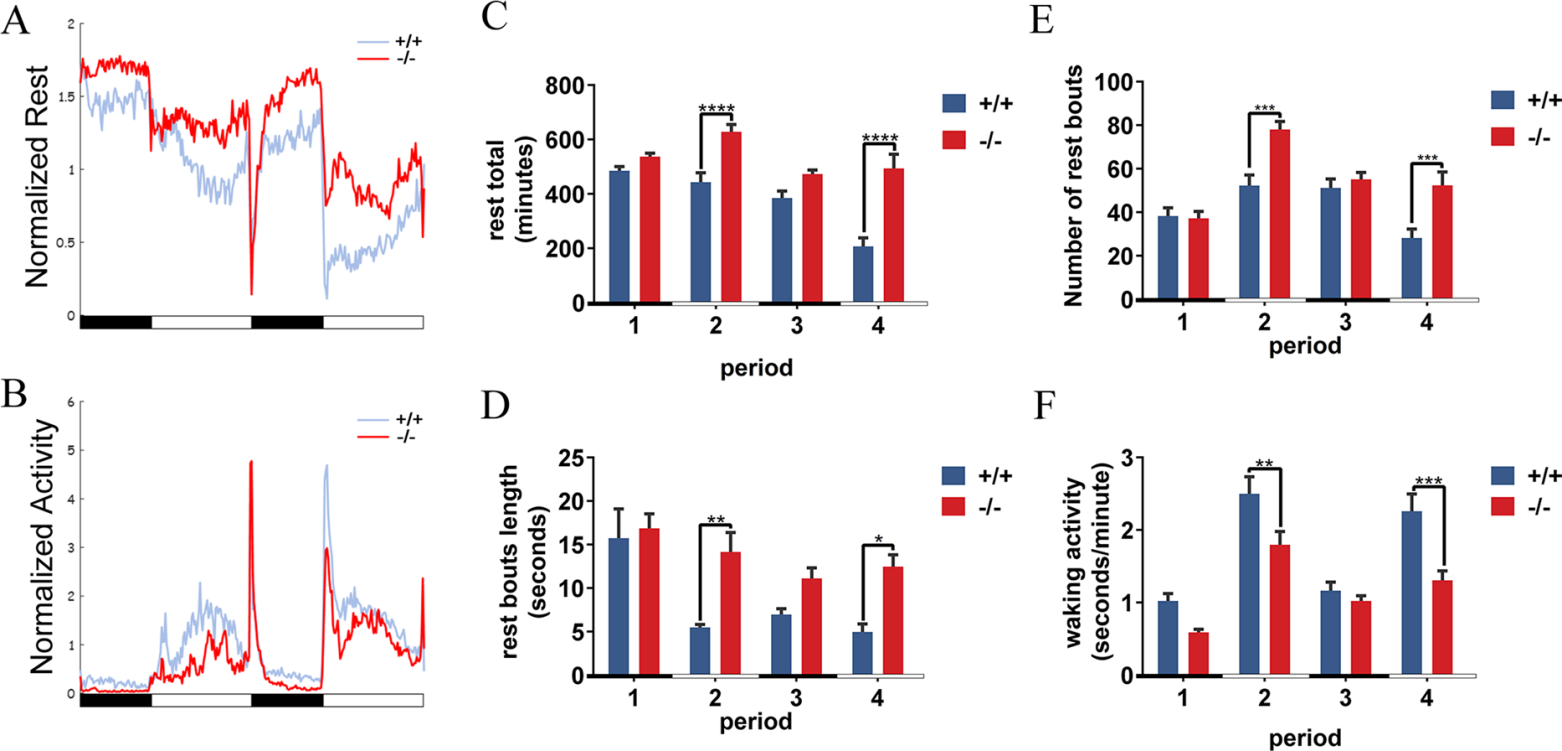
Abnormal sleep/wake pattern in *P2RY11*^−/−^ mutants. A, B, showing time sequence photos of rest total (A) and waking activity (B). The red line represents the mutant group, while the blue line indicates the WT group. C-F, Parameter analysis showed that rest time (C) and rest bout length (D) were prolonged in *P2RY11*^−/−^ mutants, with increased sleep frequency (E) during the daytime. Meanwhile, the waking activity (F) were decreased in the daytime recordings. The bars in black and white blow the x-axis indicate the tested nighttime and daytime periods, respectively. (t-test, *n* = 12, **p < 0.01, ***p < 0.001, ****p < 0.0001)

### The lack of *P2RY11* affects the expression of genes involved in the immune system process

Since *P2RY11* is expressed in different immune cell types, and its activation exerts both pro- and anti-inflammatory effect (Gruenbacher et al. 2021), here we conducted a qRT-PCR analysis to measure the mRNA levels cytokines to detect the impact of *P2RY11* deficiency on inflammatory status. Comparing with WT controls, the mRNA levels of *il6*, *tnfa*, and *il1b* were up-regulated, while the mRNA levels of *il4*, *il10* and *tgfb* were down-regulated in the *P2RY11*^−8 bp^ larvae (Fig. 5A).

**Fig. 5:**
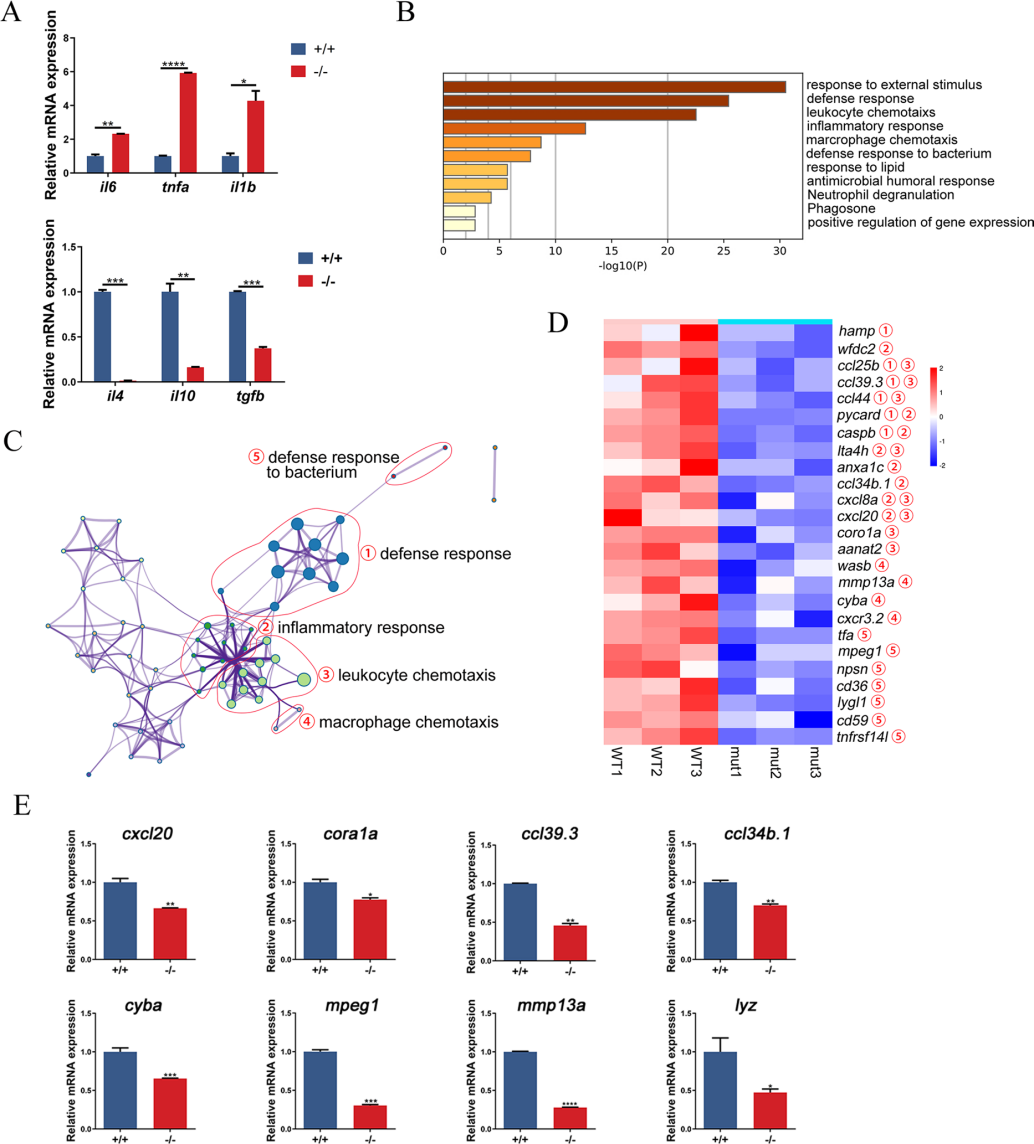
Effect of *P2RY11* mutation on the expression of genes related to the immune system process. A, Quantitative analysis of the expression of *il6*, *tnfa*, *il1b*, *il4*, *il10* and *tgfb*. (*n* = 20). B, Gene Ontology analysis of the DE genes related to the immune system process. C, The relationship of the enriched GO terms. D, Heatmap demonstrating downregulation of genes in *P2RY11*^−/−^ mutants involved in the main enriched terms (*n* = 3). E, qRT-PCR validation of the RNA-seq data. Downregulation of *cxcl20*, *cora1a*, *ccl39.3*, *ccl34b.1*, *cyba*, *mpeg1*, *mmp13a*, *lyz* (*n* = 20). T-test was performed, *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001

To analyze the function of *P2RY11*, RNA sequencing analysis was performed and 1693 differential expressed (DE) genes were identified. 

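RNA from pools of 50 larvae at 3 dpf was sequenced in 6 libraries, 3 from P2RY11 mutants and 3 from their WT siblings. The mutated gene itself, p2ry11, had FPKM of 0.707, 0.853 and 1.02 in WT sibling replicates 1, 2 and 3 and was listed at 0 in all 3 mutant libraries. An exact permutation test on these values, taken in both directions, gave p = 0.1, the smallest that 3 libraries against 3 allow. Its mean FPKM lay below the filter of 0.5, so it was not among the genes tested across the transcriptome. A value of 0 can also be a failed estimate. No ribosomal protein gene was listed at 0 in any library, but these genes are abundant, so this cannot decide it for p2ry11. It was among 25 genes listed at 0 in every mutant library and at 0.5 or more in every WT sibling library. The authors aligned the reads with HISAT2, quantified transcripts with StringTie and took FPKM per gene. The deposited FPKM covered 19071 genes, of which 495 had no name. They summed to 450009, 443849 and 499493 in the WT sibling libraries and to 426645, 431753 and 434740 in the mutant libraries. FPKM keep no read depth, and too few low values could be compared between libraries to recover it, so the depth is unknown. From the FPKM, log2(FPKM + 1) was compared between the groups with limma's moderated test for the 18432 genes with a mean FPKM of at least 0.5. The p-values were taken in both directions and adjusted by Benjamini-Hochberg. A log2 difference is the mutant minus the WT sibling mean on this scale, which understates changes of genes with low FPKM.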

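At an adjusted p under 0.05 from limma, 1517 genes rose and 733 fell in P2RY11 mutants. The ATP synthase subunit gene mt-atp6 of the mitochondrial genome rose most, from 109.6 ± 20.6 FPKM in WT siblings to 3474 ± 544 in mutants (SD, n = 3 libraries each). Its log2 difference was 4.98 (SE 0.169, adjusted p = 0.000165 from limma). It overlaps mt-atp8, so reads of these genes are hard to assign. Next came igfbp5a, which encodes a binding protein of insulin-like growth factors, with a log2 difference of 3.24 (SE 0.232, adjusted p = 0.00114). The embryonic beta globin gene hbbe1.1 had the most negative value, from 995 ± 216 FPKM in WT siblings to 98.4 ± 54.8 in mutants (SD, n = 3 each). This is a log2 difference of -3.44 (SE 0.347, adjusted p = 0.00356). The globin genes are near copies that can share reads, and hbbe1.1 lies on the chromosome of p2ry11. The transcription factor gene znf423 fell by 3.14 on the log2 scale (SE 0.174, adjusted p = 0.000502). The selenoprotein P gene sepp1b, whose product carries selenium, fell by 2.31 (SE 0.128, adjusted p = 0.000502). In 6442 genes every mutant library lay above every WT sibling library, and in 2148 genes below. Together these were 46.6% of the tested genes. Chance gives 10% for a gene without a group difference. All genes come from the same libraries, so a shift of whole libraries can separate many genes together. The median FPKM was higher in every mutant library than in every WT sibling library. The share was not recomputed after scaling, so its excess over 10% cannot show how widely genes changed. The median log2 difference of all tested genes was 0.16. It was 0.012 after median-of-ratios scaling, 0.0072 after quantile normalization and 0.28 after rescaling to TPM. The share of called genes that were higher was 67.4%. After median-of-ratios scaling 668 genes were higher and 1050 lower (38.9% higher). After quantile normalization 989 were higher and 1301 lower (43.2% higher). Among WT siblings, replicate 3 stood apart from the others. Without it 3747 genes were higher and 1488 lower, and 1517 and 720 of the genes called with it were among them.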

GO term analysis were further conducted on DE genes using the Metascape database. 

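Several genes of membrane complexes rose in P2RY11 mutants. The integrin subunit genes itgb4 and itga2.3, whose products hold cells to the matrix, rose by 0.81 (SE 0.127) and 0.77 (SE 0.108) on the log2 scale, with adjusted p = 0.0149 and 0.0104 from limma (n = 3 libraries per group). The sarcoglycan gene sgcb, part of the complex that anchors the muscle cell membrane, went from 10.1 ± 5.89 FPKM in WT siblings to 32.4 ± 1.14 in mutants (SD, n = 3 each; adjusted p = 0.0430 from limma, and 0.0532 after median-of-ratios scaling). Among ion channel genes, the sodium channel subunit genes scn2b and scn1bb rose by 1.09 and 0.96. The glutamate receptor gene gria2a rose by 0.65 and the GABA receptor gene gabrb1 by 0.73 (adjusted p = 0.0149, and 0.0602 after quantile normalization). Of the chaperone genes that refold proteins, hsp70.3 rose by 1.11 (SE 0.0990, adjusted p = 0.00227), hsp70.1 by 1.00, hspb6 by 0.80 and dnajb1a by 0.78. The hsp70 genes and the protocadherin genes are near copies whose reads can be shared. Fixed gene groups were each compared with all other genes by limma's camera with a preset correlation of 0.01. Of 55 tested heat shock and refolding genes, 18 rose and 2 fell (30 and 4 adjusted over the list alone). Their median lay 0.28 above that of all genes (adjusted p = 0.000967 from camera, and adjusted p = 0.512 with an estimated correlation). Of 27 integrin genes, 6 rose and 1 fell (7 and 1 adjusted over the list alone), with a median 0.45 above all genes (adjusted p = 0.00996, and adjusted p = 0.708 with an estimated correlation). For 44 voltage-gated channel genes the numbers were 8 and 0 (9 and 0 adjusted over the list alone), with a median 0.28 above all genes (adjusted p = 0.00830, and adjusted p = 0.777 with an estimated correlation). Sarcoglycan and dystrophin complex genes had 4 of 15 higher and 0 lower, the same when adjusted over the list alone (camera adjusted p = 0.134). Of 24 glutamate receptor genes 1 rose and of 19 GABA and glycine receptor genes 2 rose, the same when adjusted over the list alone (camera adjusted p = 0.582 and 0.607). The median of the glutamate receptor genes was 0.24 and turned to -0.0056 after quantile normalization. Calcium-binding proteins moved both ways. Of 88 cadherin and protocadherin genes, which join cells in a calcium-dependent way, 11 rose and 2 fell (18 and 2 adjusted over the list alone), with a median 0.18 above all genes (adjusted p = 0.00114, and adjusted p = 0.777 with an estimated correlation). The protocadherin genes pcdh2ab11 and pcdh1g13 rose by 0.96 and 0.93. In contrast, 3 of 62 EF-hand genes rose and 7 fell (3 and 7 adjusted over the list alone), with a median of -0.038, which is -0.20 relative to all genes (adjusted p = 0.00125, and adjusted p = 0.556 with an estimated correlation). The parvalbumin gene pvalb5, whose product buffers calcium in muscle, fell by 0.80 and the calmodulin gene calm2a by 0.58. The EF-hand median was 0.052 after rescaling to TPM, which is -0.23 relative to all genes. The camera adjusted p was 0.204 after quantile normalization and 0.0980 without WT sibling replicate 3. Without that replicate 13 EF-hand genes rose, 13 fell and the median was 0.040, which is -0.076 relative to all genes. Of 15 annexin genes 1 rose and 2 fell (1 and 4 adjusted over the list alone; adjusted p = 0.00180, and adjusted p = 0.301 with an estimated correlation), among them anxa3a, which fell by 1.59. The annexin median of -0.020 turned to 0.067 after rescaling to TPM, but relative to all genes it went from -0.18 to -0.21. After quantile normalization the camera adjusted p was 0.0691. Against the other WT siblings, WT sibling replicate 3 differed by a median of -0.41 in the cadherin genes, -0.46 in the integrin genes, -0.41 in the channel genes, -0.52 in the sarcoglycan and dystrophin complex genes and -0.14 in the heat shock genes. Without it 30 cadherin, 14 integrin, 12 channel and 29 heat shock genes rose. The medians relative to all genes then shrank to 0.12 for the cadherin, 0.16 for the integrin and 0.13 for the channel genes. That of the sarcoglycan and dystrophin complex genes went from 0.27 to 0.11. Without mutant replicate 1 the numbers of cadherin, integrin, channel and heat shock genes that rose were 0, 1, 0 and 2. Without WT sibling replicate 1 they were 3, 2, 0 and 6, and without WT sibling replicate 2 14, 7, 5 and 20. Calls also changed with gene span, introns included. Of 4 bins by span, that of the shortest genes had 248 higher and 303 lower, and that of the longest 273 and 40. The median log2 difference went from 0.0047 in the shortest to 0.28 in the longest. Without WT sibling replicate 3 it went from 0.055 to 0.16. Whether span adds to these group differences was not tested.

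**Figure D1:**
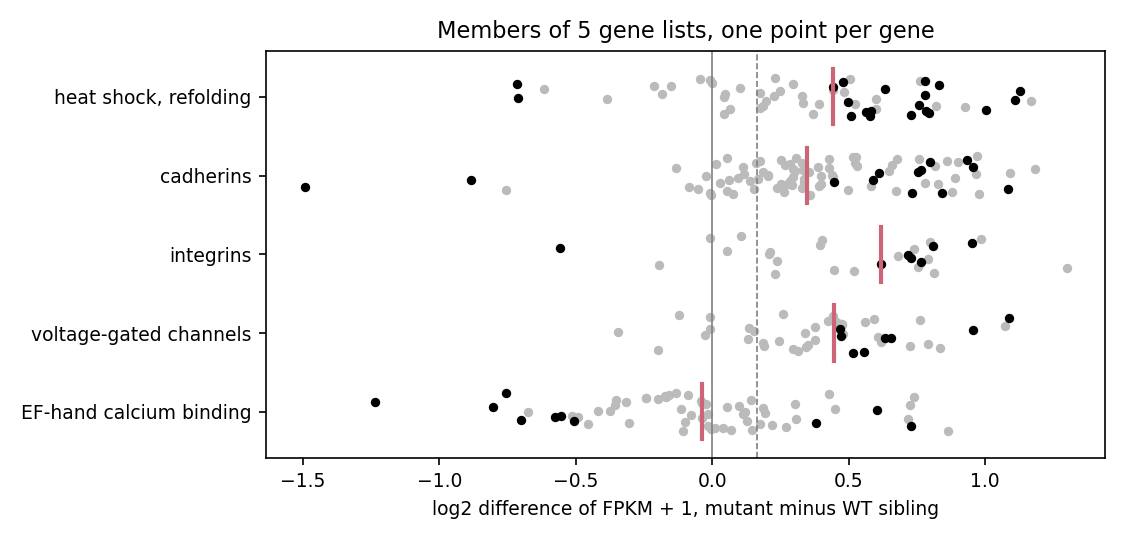
Log2 difference of FPKM + 1, mutant minus WT sibling (horizontal axis), of each tested gene in 5 groups (vertical axis). Black points passed an adjusted p under 0.05 and grey points did not. The red bar is the group's median, and the dashed line is the median of all tested genes, 0.16. The medians of the heat shock, cadherin, integrin and channel genes are higher than it, at 0.44, 0.35, 0.62 and 0.45. That of the EF-hand genes is lower than the dashed line. After rescaling to TPM it is above 0 but is -0.23 relative to all genes.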

The results showed that the plasma membrane signaling receptor complex (GO:0098802), calcium ion binding (GO:0005509), and protein refolding (GO:0042026) were the most enriched terms in the up-regulated DE genes (Fig. S2A, B). 

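Several genes of energy and protein metabolism fell in P2RY11 mutants. The respiratory chain gene cox8a fell by 0.84 on the log2 scale (SE 0.142, adjusted p = 0.0173 from limma, n = 3 libraries per group), and ndufb3 and cox4i1l fell by 0.80 and 0.79. The pyruvate kinase gene pklr, which acts at the end of glycolysis, fell by 0.87 (SE 0.133, adjusted p = 0.0135), the enolase gene eno1a by 0.59 and the lactate dehydrogenase gene ldhba by 0.58 (adjusted p = 0.0158, and 0.0803 after quantile normalization). The ribosomal protein gene rplp1 went from 1104 ± 267 FPKM in WT siblings to 527 ± 34.6 in mutants (SD, n = 3 each; adjusted p = 0.0169 from limma). Ribosomal protein genes took 13.4% ± 1.72 of all FPKM in WT siblings and 10.6% ± 0.457 in mutants (SD, n = 3). Of 94 nuclear genes of oxidative phosphorylation, 20 fell and 0 rose (29 and 0 adjusted over the list alone), and their median was -0.48 relative to all genes (adjusted p = 4.36e-18 from camera, and adjusted p = 0.512 with an estimated correlation). Of 95 ribosomal protein genes, 16 fell and 0 rose (36 and 2 adjusted over the list alone), with a median of -0.55 relative to all genes (adjusted p = 4.36e-18, and adjusted p = 0.512 with an estimated correlation). For 39 genes of glycolysis and gluconeogenesis the counts were 9 and 1 (11 and 1 adjusted over the list alone), with a median of -0.36 relative to all genes (adjusted p = 7.10e-07, and adjusted p = 0.301 with an estimated correlation). For 40 proteasome genes they were 4 and 2, the same when adjusted over the list alone, with a median of -0.30 relative to all genes (adjusted p = 2.26e-05, and adjusted p = 0.539 with an estimated correlation). After quantile normalization the camera adjusted p was 0.0577 for glycolysis and 0.153 for the proteasome, and the medians relative to all genes were -0.23 for oxidative phosphorylation, -0.12 for ribosomal proteins, -0.14 for glycolysis and -0.085 for the proteasome. Detoxification and redox genes went both ways. Of 64, 9 fell and 3 rose (13 and 5 adjusted over the list alone; adjusted p = 0.000290, and adjusted p = 0.512 with an estimated correlation). The glutathione transferase gene gsto2 fell by 1.04 and the peroxiredoxin gene prdx5 by 0.82, while gsta.2 rose by 0.82. Their median of -0.048 turned to 0.037 after rescaling to TPM, but relative to all genes it went from -0.21 to -0.24. Of 24 genes of cholesterol synthesis, 4 rose and 0 fell, the same when adjusted over the list alone (camera adjusted p = 0.499), and their median of 0.20 turned to -0.042 after quantile normalization. WT sibling replicate 3 was higher than the other WT siblings by a median of 0.58 in the oxidative phosphorylation genes and 0.47 in the ribosomal protein genes and 0.28 in the proteasome genes, and differed by -0.016 in the glycolysis genes. Without it 37 oxidative phosphorylation genes fell and 10 rose, 41 ribosomal protein genes fell and 3 rose, and 7 proteasome genes fell and 5 rose. The medians relative to all genes then shrank to -0.26, -0.31 and -0.17, and that of the detoxification genes from -0.21 to -0.11. Without WT sibling replicate 1 the numbers of oxidative phosphorylation, ribosomal protein and proteasome genes that fell were 1, 1 and 0. Without mutant replicate 1 they were 1, 0 and 0, and without WT sibling replicate 2 19, 25 and 4. Calls also changed with gene span over all genes with a span. Of 4 bins by span, that of the shortest genes had 303 lower and 248 higher, and that of the longest 40 and 273. The median log2 difference was 0.0047 in the shortest and 0.28 in the longest, and 0.055 and 0.16 without WT sibling replicate 3. Whether span adds to these group differences was not tested.

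**Figure D2:**
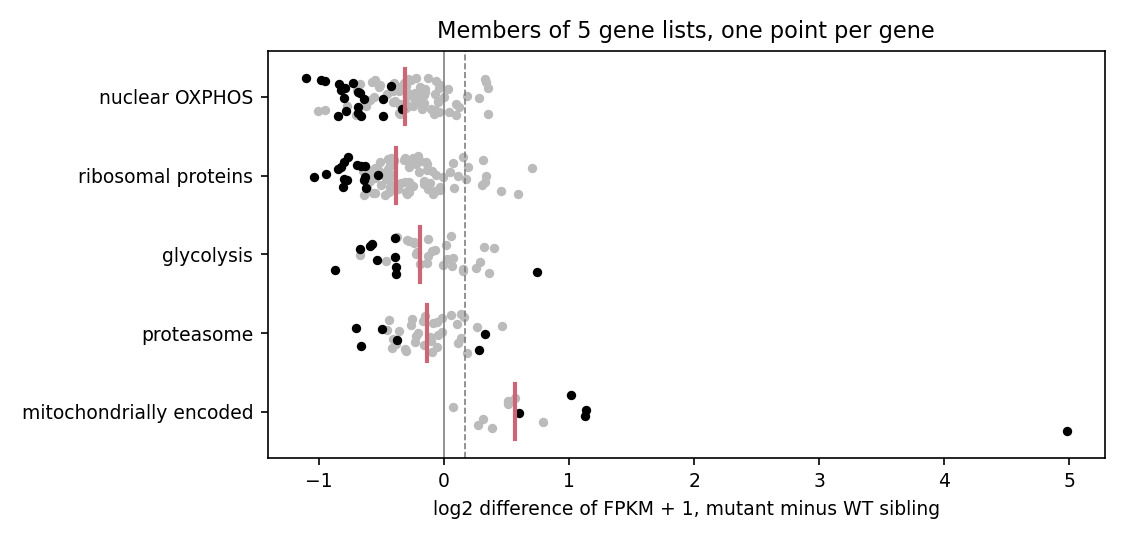
Log2 difference of FPKM + 1, mutant minus WT sibling (horizontal axis), of each tested gene in 5 groups (vertical axis). Black points passed an adjusted p under 0.05 and grey points did not. The red bar is the group's median, and the dashed line is the median of all tested genes. The nuclear oxidative phosphorylation, ribosomal protein, glycolysis and proteasome medians are below 0 at -0.31, -0.39, -0.20 and -0.13. That of the mitochondrially encoded genes is above 0 at 0.57.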

While metabolic processes (GO:008152), cellular locations (GO:0051179) and cellular processes (GO:009987) were the most enriched terms in the down-regulated DE genes (Fig. S2C). In addition, the immune system process (GO:0002376) was also enriched in down-regulated DE genes of *P2RY11*^−8 bp^ compared to WT controls (Fig. S2C). 

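The Fc receptor gamma chain gene fcer1gl, used for signaling in leukocytes, fell in P2RY11 mutants by 1.2 on the log2 scale (SE 0.293, adjusted p = 0.0431 from limma, n = 3 libraries per group). The leukocyte membrane gene laptm5 fell by 0.87 (SE 0.162, adjusted p = 0.0218). Of 20 tested genes used across leukocytes, 4 fell and 1 rose, the same when adjusted over the list alone. Their median was -0.029, which is -0.19 relative to all genes (adjusted p = 0.00996 from camera, and adjusted p = 0.539 with an estimated correlation). The median was 0.060 after rescaling to TPM, which is -0.22 relative to all genes. The camera adjusted p was 0.108 without mutant replicate 1. Antimicrobial genes had 4 of 13 lower and 0 higher (5 and 1 adjusted over the list alone), with a median of -0.44 relative to all genes (adjusted p = 0.000389, and adjusted p = 0.448 with an estimated correlation). In these genes WT sibling replicate 3 lay a median of 0.31 above the other WT siblings. The study also measured lyz, lygl1, wfdc2 and tfa of this list in these samples, so these are not independent of its own choice. Of 11 tested chemokine genes, 1 fell and 1 rose (3 and 1 adjusted over the list alone; adjusted p = 0.00638, and adjusted p = 0.512 with an estimated correlation). The gene that rose was cxcl12a, by 0.58 (adjusted p = 0.0459), whose product guides migrating cells, and after median-of-ratios scaling it did not pass the test (adjusted p = 0.193). Without WT sibling replicate 3 the camera adjusted p of the chemokine genes was 0.0980.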

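Genes of inflammation and innate defense moved in both directions in P2RY11 mutants. The chemokine receptor gene cxcr4a, whose product guides leukocytes and other cells, fell by 0.84 on the log2 scale (SE 0.177, adjusted p = 0.0299 from limma, n = 3 libraries per group). The cyclooxygenase gene ptgs2b, which makes prostaglandins, rose from 1.28 ± 0.230 FPKM in WT siblings to 4.17 ± 0.539 in mutants (SD, n = 3 each; adjusted p = 0.00696 from limma). The interleukin-10 receptor gene il10rb fell by 0.82 (SE 0.154, adjusted p = 0.0222). The complement genes cfhl1 and c3a.1 rose by 0.84 (adjusted p = 0.00813) and 0.51 (adjusted p = 0.0302, and 0.0836 after median-of-ratios scaling). Of 9 tested chemokine receptor genes 1 fell and 0 rose (1 and 1 adjusted over the list alone; camera adjusted p = 0.155). Among 16 pro-inflammatory genes 1 rose and 0 fell, the same when adjusted over the list alone (camera adjusted p = 0.808). Their median of 0.12 turned to -0.028 after median-of-ratios scaling and -0.12 after quantile normalization. For 18 anti-inflammatory genes 1 fell and 0 rose, the same when adjusted over the list alone (adjusted p = 0.0140, and adjusted p = 0.448 with an estimated correlation). Their median was -0.075, and it was 0.023 after rescaling to TPM. Relative to all genes these medians were -0.24 and -0.26. The camera adjusted p was 0.0926 without WT sibling replicate 3 and 0.0504 after quantile normalization. Of 25 acute phase and complement genes 6 rose and 0 fell (8 and 1 adjusted over the list alone). Camera gave adjusted p = 0.612 against other genes, while limma's fry, which asks whether the genes move together one way, gave adjusted p = 0.0197. Their median of 0.14 turned to -0.053 after median-of-ratios scaling and -0.040 after quantile normalization. Interferon response genes had 2 of 14 higher and 0 lower, the same when adjusted over the list alone (camera adjusted p = 0.992), with stat1a and eif2ak2 higher by 0.43 and 0.52. These did not pass the test after median-of-ratios scaling (adjusted p = 0.126 and 0.0638) or quantile normalization (adjusted p = 0.170 and 0.0815). The median of the interferon response genes was 0.13 and -0.041 after quantile normalization.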

Based on the genes related to the immune system process, we further conducted GO term enrichment analysis and found that the defense response, leukocyte chemotaxis, and inflammatory response were the main enriched terms (Fig. 5B, C). Clustering analysis of the enriched GO term of the immune system process was conducted and showed that genes involved in neutrophil chemotaxis (c*xcl8a, cxcl20, ccl25b, ccl39.3, wasb, lta4h, ccl44*), inflammatory response (*pycard*, *caspb*, *lta4h*, *anxa1c*), defense response (*tfa, mpeg1, hamp, lygl1, npsn, tnfrsf14l, wfdc2*), and macrophage chemotaxis (*mmp13a, cyba, cxcr3.2*) were downregulated in* P2RY11*^−8 bp^ compared to their WT controls (Fig. 5D). 

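Of the 25 tested genes shown in the study's heatmap, 8 fell and 0 rose at an adjusted p under 0.05 from limma (14 and 0 adjusted over the list alone). Among the genes under inflammatory response, pycard, the adaptor of the inflammasome, fell by 0.70 on the log2 scale (SE 0.102, adjusted p = 0.0117 from limma, n = 3 libraries per group), and the caspase gene caspb by 0.38 (SE 0.0857, adjusted p = 0.0357). For anxa1c and lta4h the log2 differences were -0.37 and -0.27 (adjusted p = 0.0906 and 0.0780 from limma). Among the genes under defense response, the iron carrier gene tfa fell by 0.62 (adjusted p = 0.0165), the lysozyme gene lygl1 by 0.62 (adjusted p = 0.0284) and wfdc2 by 0.60 (adjusted p = 0.0151). The neutrophil gene npsn had -0.40 (adjusted p = 0.0813) and hamp -0.46 (adjusted p = 0.116). The gene si:ch211-261n11.7, named tnfrsf14 in a table of gene symbols, had 0.33 (adjusted p = 0.118), and whether it is the tnfrsf14l of the heatmap is not settled. Of the 7 genes under neutrophil chemotaxis, 0 passed limma's adjusted test over all genes and 3 were lower at an unadjusted p under 0.05. Here the chemokine genes cxcl8a, cxcl20, ccl25b and ccl44 had log2 differences of -0.43, -0.43, -0.40 and -0.25, and wasb had -0.18. At an unadjusted p under 0.05, 16 of the heatmap genes were lower. After quantile normalization cxcl20, lta4h, mmp13a and aanat2 also passed the adjusted test as lower, and caspb no longer did (adjusted p = 0.101). Under macrophage chemotaxis, the log2 difference of cxcr3.2 was -0.37 (adjusted p = 0.288). In 19 of the 26 listed genes, every mutant library lay below every WT sibling library, and 24 had a log2 difference below 0. Adjusting over the list alone does not allow for how the genes were chosen. The list was chosen by the study from these same samples, so its counts and p-values are not independent evidence of direction or significance. Its median was -0.57 relative to all genes (adjusted p = 5.17e-12 from camera, and adjusted p = 0.301 with an estimated correlation). In these genes WT sibling replicate 3 lay a median of 0.17 above the other WT siblings, and without it 10 fell and 1 rose. Without WT sibling replicate 1 the number that fell was 1, and without WT sibling replicate 2 it was 5. It was 0 without mutant replicate 1 and 1 without mutant replicate 2.

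**Figure D3:**
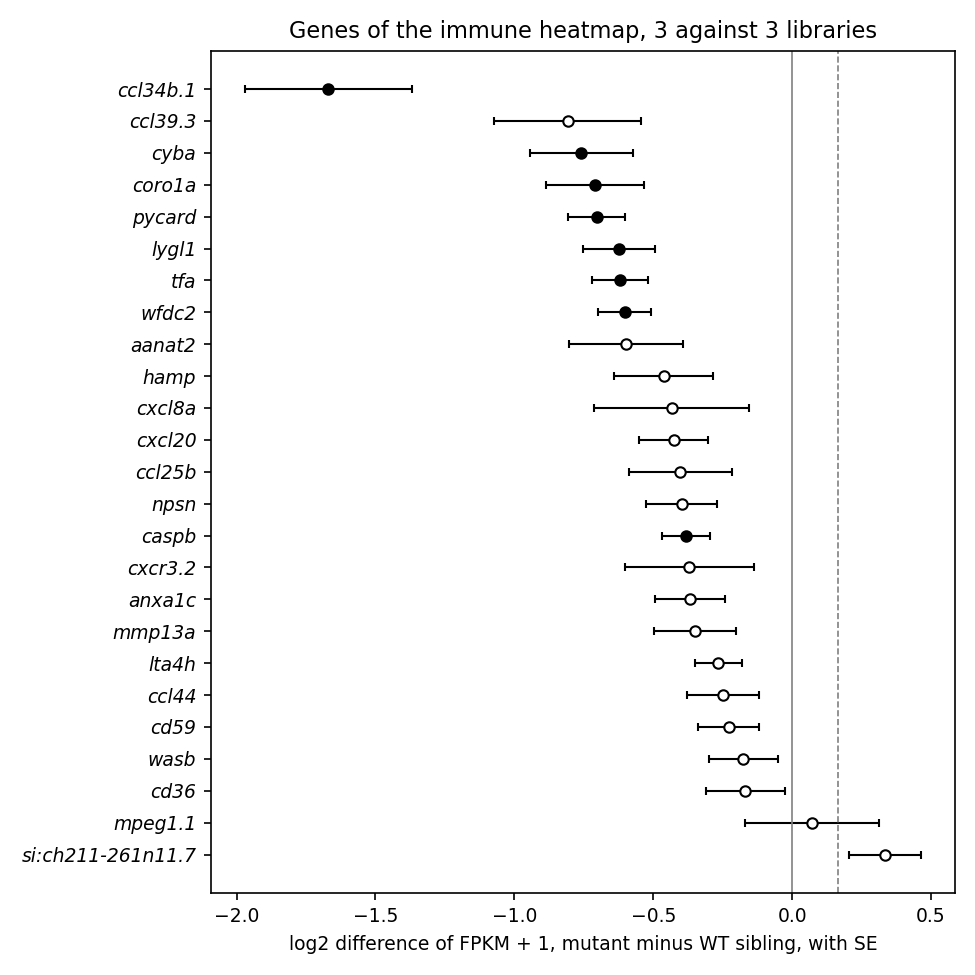
Log2 difference of FPKM + 1, mutant minus WT sibling (horizontal axis), with its standard error from limma, for each of the 25 tested genes of the study's heatmap (vertical axis). Filled points passed an adjusted p under 0.05, the solid line marks 0 and the dashed line the median of all tested genes; 8 points are filled and lie below 0.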

The expression of *ccl34.b, coro1a, ccl39.3, cxcl20, cyba, mmp13a, lyz, and mpeg1* were detected to valid the RNA- seq data. It was found that mRNA levels of the selected genes were significantly reduced in *P2RY11*^−8 bp^ larvae, consistent with the RNA-seq results (Fig. 5E). Therefore, the above results show that the absence of *P2RY11* reduces the mRNA expression of several genes related to the chemotaxis of macrophages and neutrophils, inflammatory response, and defense response.

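In the RNA-seq libraries, 4 of the 8 selected genes fell in P2RY11 mutants at an adjusted p under 0.05 from limma (6 lower and 0 higher adjusted over the list alone). The number lower was 0, 2 and 5 without WT sibling replicates 1, 2 and 3, each left out alone. It was 0 without mutant replicate 1 and 1 without mutant replicate 2. The chemokine gene ccl34b.1 had FPKM of 4.13, 5.24 and 6.01 in WT siblings and 0.306, 2.02 and 0.766 in mutants, a log2 difference of -1.67 (SE 0.301, adjusted p = 0.0203 from limma). The neutrophil lysozyme gene lyz had 124 ± 23.7 FPKM in WT siblings and 66.3 ± 10.1 in mutants (SD, n = 3 each), a log2 difference of -0.89 (SE 0.162, adjusted p = 0.0210 from limma). The NADPH oxidase subunit gene cyba went from 4.35 ± 1.13 to 2.14 ± 0.444 FPKM (log2 difference -0.76, adjusted p = 0.0443 from limma), and coro1a, which encodes an actin-binding protein of leukocytes, from 13 ± 0.406 to 7.69 ± 2.05 FPKM (log2 difference -0.71, adjusted p = 0.0449 from limma). The other selected genes did not pass the adjusted test. The log2 differences were -0.81 for ccl39.3 (SE 0.265, adjusted p = 0.0828), -0.43 for cxcl20 (SE 0.124, adjusted p = 0.0645) and -0.35 for the matrix metalloprotease gene mmp13a (SE 0.147, adjusted p = 0.138). In each of these 3, with the tested gene ID of ccl39.3, every mutant library lay below every WT sibling library. The name ccl39.3 belongs to several gene IDs that can share reads, and in another of them, whose mean FPKM lay below the filter, the groups overlapped (log2 difference -0.34). The macrophage gene mpeg1, listed as mpeg1.1, had FPKM of 2.60, 2.33 and 3.15 in WT siblings and 1.70, 3.15 and 4.15 in mutants. Its log2 difference was 0.071 (SE 0.240, adjusted p = 0.849 from limma), and it was -0.071 after median-of-ratios scaling and -0.15 after quantile normalization. These 8 genes were picked by the study from the same libraries, so their counts are not independent evidence of direction or significance. This holds also for the counts adjusted over the list alone. The qRT-PCR values of the 8 genes were not analysed here.

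**Figure D4:**
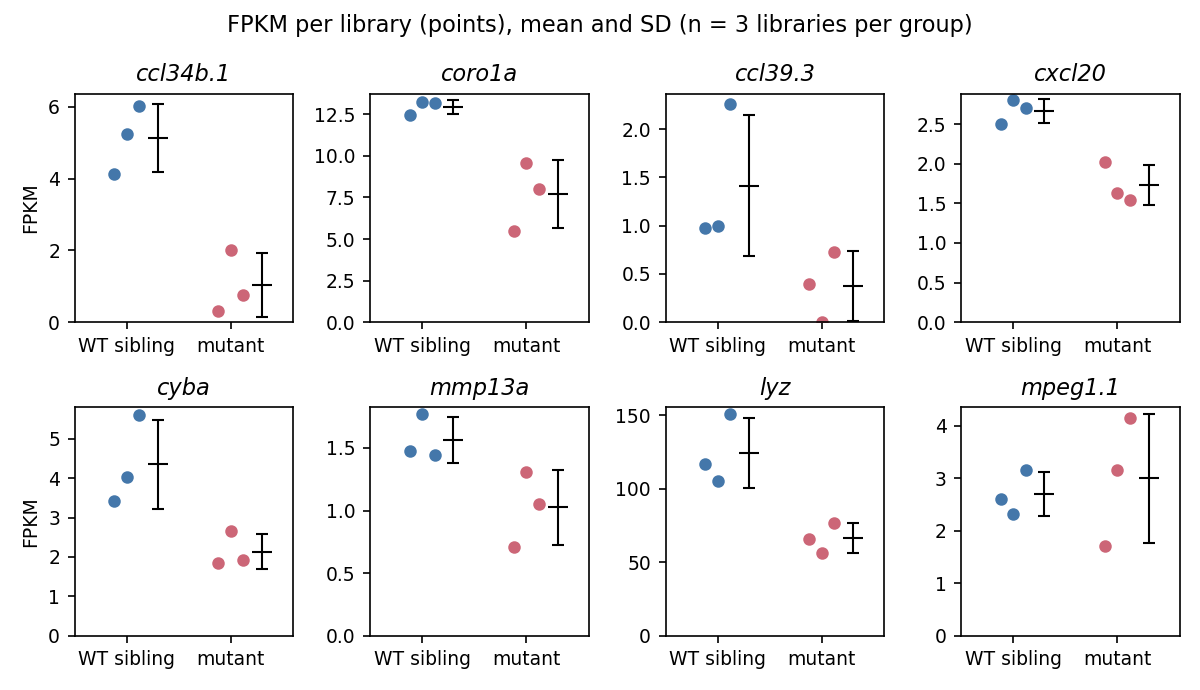
FPKM (vertical axis) of the 8 genes (ccl39.3 by its tested gene ID) in the 3 WT sibling and 3 mutant libraries (horizontal axis). Points are libraries and the bar and error bar are the mean and SD; the mutant points lie below all WT sibling points in every gene except mpeg1.1, where they lie at 1.70, 3.15 and 4.15.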

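For each term, the median of the genes that the study names lay below the median of all genes, while single genes differed and no group passed camera with an estimated correlation. For neutrophil chemotaxis the median of 7 genes was -0.57 relative to all genes, with 0 lower (3 adjusted over the list alone; adjusted p = 0.000397 from camera, and adjusted p = 0.416 with an estimated correlation). For the 4 inflammatory response genes it was -0.54, with 2 lower (4 adjusted over the list alone; adjusted p = 0.000290, and adjusted p = 0.301 with an estimated correlation). For the 7 defense response genes it was -0.63, with 3 lower and 0 higher (5 and 1 adjusted over the list alone; adjusted p = 0.000992, and adjusted p = 0.448 with an estimated correlation). For the 3 macrophage chemotaxis genes mmp13a, cyba and cxcr3.2 it was -0.53, with 1 lower, also adjusted over the list alone (adjusted p = 0.0127, and adjusted p = 0.471 with an estimated correlation). Without WT sibling replicate 3 the median relative to all genes was -0.35 for neutrophil chemotaxis and -0.41 for defense response, and after quantile normalization it was -0.35 for inflammatory response. After median-of-ratios scaling the camera adjusted p of the macrophage chemotaxis genes was 0.0503, and their median relative to all genes was -0.82 without mutant replicate 2 and -1.11 with a pseudocount of 0.1. The study chose these genes on the same libraries, so neither their direction nor their p-values are independent evidence. Adjusting over the list alone does not allow for that choice. The paper draws on the lower mRNA of these genes in the sequencing and of the selected genes in qRT-PCR. It concludes that without P2RY11 the mRNA of several genes of macrophage and neutrophil chemotaxis, inflammatory response and defense response is lower.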

### The lack of *P2RY11* decreases the number of macrophages and neutrophils, as well as their accumulation at the injury site following fin amputation

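Among macrophage genes, a pair of MFAP4 copies, which mark macrophages in zebrafish, fell in P2RY11 mutants. The higher expressed copy went from 4.91 ± 0.814 FPKM in WT siblings to 0.575 ± 0.243 in mutants (SD, n = 3 libraries each), a log2 difference of -1.91 (SE 0.166, adjusted p = 0.00207 from limma). The other copy fell by 0.90 (SE 0.11, adjusted p = 0.00701). Reads can be shared between these copies. Of 23 tested macrophage and microglia genes, 6 fell and 0 rose (6 and 3 adjusted over the list alone). Their median was -0.17, which is -0.33 relative to all genes (adjusted p = 0.00164 from camera, and adjusted p = 0.512 with an estimated correlation). Without mutant replicate 1 the median was 0.079 and the camera adjusted p was 0.115, and without mutant replicate 2 they were -0.33 and 0.000104. With a filter at a mean FPKM of 1 the median was 0.031. Relative to all genes it was -0.13 with that filter and -0.066 without mutant replicate 1. Of 15 tested neutrophil genes, 1 fell, 2 rose and 12 did not pass the test, the same when adjusted over the list alone. The gene that fell was lyz, and those that rose were cebp1, a transcription factor gene of granulocytes, by 0.60 (SE 0.118, adjusted p = 0.0253; 0.36 with adjusted p = 0.125 after quantile normalization), and si:ch211-194p6.12, matched by its symbol to an intelectin, by 1.06 (adjusted p = 0.00356). The neutrophil genes had a median of -0.0024, which is -0.17 relative to all genes (camera adjusted p = 0.176). After rescaling to TPM the median was 0.059, which is -0.22 relative to all genes. It turned to 0.065 without mutant replicate 1 and 0.074 without WT sibling replicate 2, and relative to all genes it was -0.080 without mutant replicate 1, -0.27 without mutant replicate 2, -0.10 after median-of-ratios scaling and -0.26 without a filter. The lists hold genes that the study also measured in these samples, such as lyz, mpeg1.1 and ccl34b.1.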

Since *P2RY11*^−8 bp^ larvae showed decreased expression of *mpeg1* and *lyz*, which are specifically expressed in macrophages and neutrophils, respectively, we used Sudan Black staining and Neural red staining to label macrophages and neutrophils in *P2RY11*^−8 bp^ larvae. We found that mutation of *P2RY11* obviously reduced the numbers of neutrophils and macrophages in the caudal hematopoietic tissue (CHT) located at the ventral side of the tail (Fig. 6A, B).

**Fig. 6:**
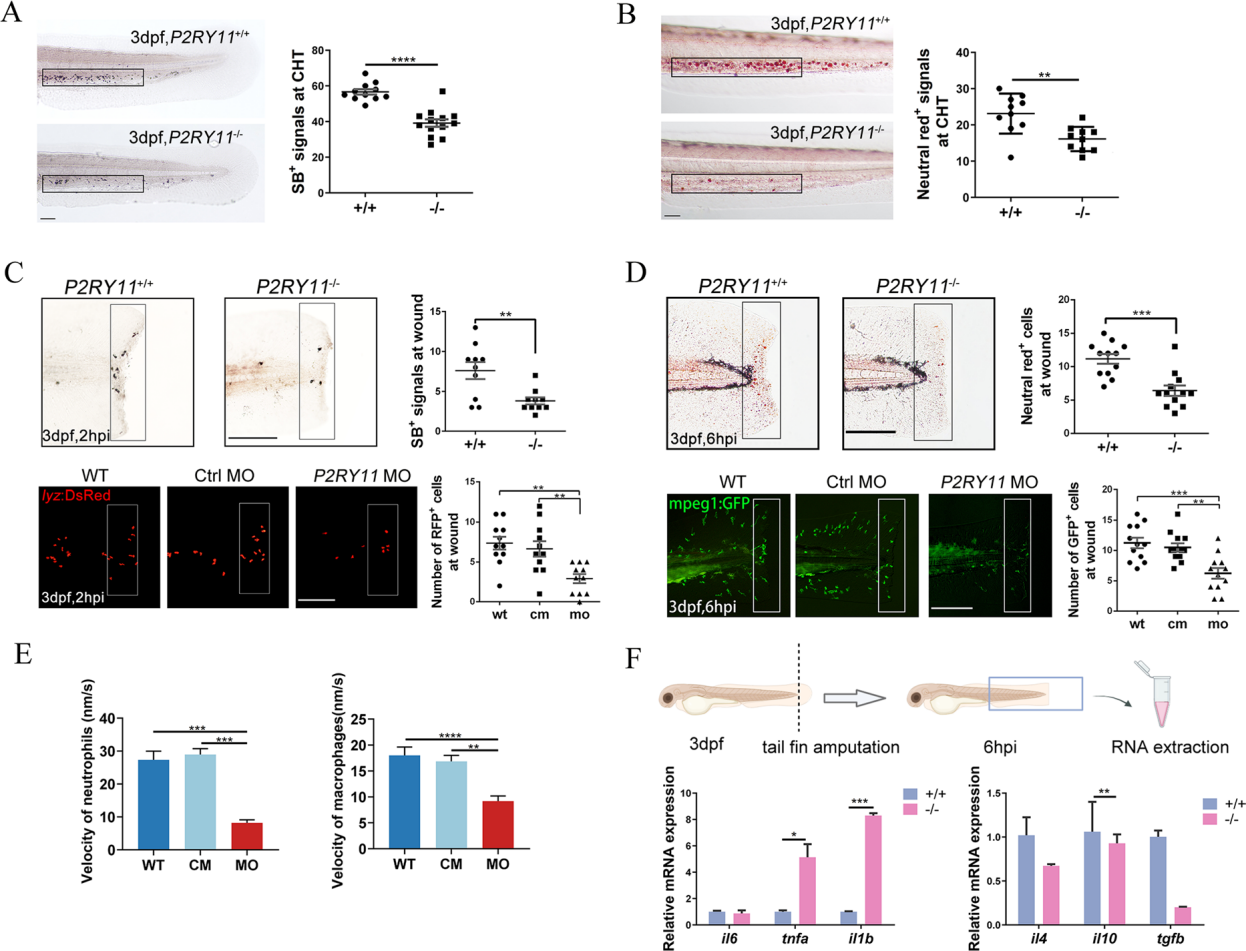
Deficiency of *P2RY11* reduced macrophages and neutrophils and their accumulation at the injury site following the fin amputation. A, The Sudan black B (SB) signal in siblings (upper) and *P2RY11* mutants (lower) at 3 dpf (t-test, *n* = 10). B, The neutral red signal in siblings (upper) and *P2RY11* mutants (lower) at 3 dpf in CHT (t-test, *n* = 10). C, recruited neutrophils to wounds following tail fin amputation. SB staining (upper) showed the recruitment of neutrophils at 2 hpi in 3dpf-siblings and *P2RY11* mutants (t-test, *n* = 10). SB^+^ cells were significantly reduced in *P2RY11*^−/−^ mutants in the quantified region (the black rectangle). The recruitment of neutrophils (RPF^+^ cells in the white rectangle) was also abolished in *P2RY11* MO morphants at 3 dpf in the transgenic *lyz:DsRed* compared with the control morpholino-injected group (cm) and wild type group (WT) (one-way ANOVA, *n* = 11). D, recruited macrophages to wounds following tail fin amputation. Neutral red staining revealed the recruitment of macrophages at 6 hpi in 3dpf-siblings and *P2RY11* mutants (t-test, *n* = 12). Neutral red^+^ cells were significantly reduced in *P2RY11* mutants within the quantified region (the black rectangle). The recruitment of macrophages (GFP^+^ cells in the white rectangle) was also abolished in *P2RY11* MO morphants at 3 dpf in the transgenic *mpeg1: GFP* compared with the control morpholino-injected group (CM) and wild- type group (WT) (one-way ANOVA, *n* = 12). E, Migration speed of neutrophils and macrophages in *P2RY11* knock-down larvae during the process toward the wound edge (one-way ANOVA, *n* = 5). F, Quantitative analysis of *il6*, *tnfa*, *il1b*, *il4*, *il10*, and *tgfb* from tails of WT and mutants at 6 hpi (t-test, *n* = 20). *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001, *Scale bar*: 200 μm

Given the reduction of genes related to the chemotaxis of macrophage and neutrophil in *P2RY11*^*−8 bp*^ larvae, a caudal fin injury was induced to stimulate non-infectious inflammatory responses and access the chemotaxis of macrophages and neutrophils. The numbers of neutrophils and macrophages at the damaged site reached their peaks at 2 hpi and 6 hpi, respectively. Thus, larvae were collected at 2 hpi to detect the number of neutrophils in the cut region. SB staining revealed that depletion of *P2RY11* could significantly reduce the accumulation of neutrophils in the wound at 2 hpi, consistent with the findings in the *P2RY11*MO-injected transgenic line *Tg (lyz: Dsred)* (Fig. 6C). The macrophages were also examined in the cut region at 6 hpi in *P2RY11*^−8 bp^ larvae and *P2RY11*MO-injected transgenic line *Tg (mpeg1: GFP)*. Neutral red staining revealed that the number of macrophages at the wounded site of *P2RY11*^−8 bp^ larvae was conspicuously lower than the control group (Fig. 6D). Similarly, larvae injected with *P2RY11*MO displayed a reduced accumulation of macrophages in the cut region at 6 hpi compared with the WT groups (Fig. 6D). Additionally, the migration of macrophages and neutrophils was detected and found to be slower in *P2RY11* knocked-down larvae compared to WT larvae.

The cytokines in the tail at 6 hpi was also examined using qRT-PCR. It was found that *tnfa* and *il1b* was much higher in *P2RY11*^−8 bp^ larvae than in the WT group, whereas *il6* showed no difference between WT and *P2RY11*^−8 bp^ larvae. *Il4*, *il10*, and *tgfb* showed decreased expression in P2RY11^−8 bp^ larvae, especially conspicuously for *tgfb* expression. This suggests that the deficiency of *P2RY11* exaggerated inflammatory responses and affect the balance of the inflammatory response during tissue damage (Fig. 6E).

Taken together, the above results show that the depletion of *P2RY11* could affect the production of cytokines and the accumulation of the two types of leucocytes in the damaged tissue.

## Discussion

In this study, we generated a *P2RY11-*deficient zebrafish line and revealed that a *P2RY11* mutation exhibited similar features to NT1. Moreover, *P2RY11* deficiency significantly promoted a systemic inflammatory response and affected gene expression related to the recruitment of both neutrophils and macrophages. Furthermore, the *P2RY11* mutant exhibited deficiency in the accumulations of neutrophils and macrophages following tissue damage. All these findings highlight the significant roles of P2RY11 in maintaining HCRT expression and inflammatory response in vivo, which suggested that *P2RY11* mutated zebrafish can function as an animal model to further explore the narcolepsy and inflammatory-related diseases with impaired neutrophil and macrophage responses.

Although the association between *P2RY11* mutations or variants and NT1 has been confirmed in patients with narcolepsy, little is known about the function of P2RY11 in the development of the disease due to the absence of *P2RY11* gene in rodents. In this study, *P2RY11* mutant zebrafish exhibited the significant deformities such as microcephaly, microphthalmia, and pericardial edema initially at 48 hpf. Although the defects in *P2RY11*^*−/−*^ larvae became less prominent in adulthood, the morphological abnormalities of larvae still suggest that the P2RY11 gene may be involved in other aspects beyond sleep regulation. We also demonstrated the reduction of HCRT expression and excessive daytime sleepiness in zebrafish *P2RY11*^*−/−*^ mutants. Combined with the etiology and symptoms of NT1, it can be concluded that *P2RY11* deletion can cause narcolepsy-like symptoms by reducing the production of HCRT. Given the significance of HCRT production during NT1 development, the zebrafish *P2RY11*^−8 bp^ mutant serves as a dependable and distinctive model for NT1, which enables us to investigate HCRT abnormalities resulting from the mutant *P2RY11* for the first time.

Previous studies have suggested that P2Y11-dependent inflammatory signaling exhibits either proinflammatory or anti-inflammatory effects depending on the specific in vitro conditions. In our study, we observed an increase in pro-inflammatory cytokines and a decrease of anti-inflammatory cytokines in the native environment of *P2RY11*^*−/−*^ mutants. Both IL-4 and IL-10 are crucial anti-inflammatory cytokines that inhibit the release of TNF-α, IL-1β, and IL-6 in monocytes (te Velde et al. 1990, Zhang and An 2007). TGFb can counteract IL-1, IL-2, IL-6, and TNF, and shifting the state from active inflammation to resolution and repair (Zhang and An 2007). Therefore, the drastic decrease in anti-inflammatory cytokines in *P2RY11*^*−/−*^ mutants relieved their suppression on the secretion of pro-inflammatory cytokines, resulting in an increased level of pro-inflammatory cytokines. Together, it can be inferred that P2RY11 is necessary for anti-inflammatory cytokines, thus playing a crucial role in sustaining the balance of the immune system.

Systemic inflammation has been linked to decreased HCRT levels in patients (Ogawa et al. 2022). Increased serum TNF-a levels were found in narcolepsy patients (Chen et al. 2013). Combined with the extremely high expression of *il1b*, *il6* and *tnfa* found in zebrafish *P2RY11*^*−/−*^ mutants, we speculate that decreased HCRT expression may be due to the increased pro-inflammatory cytokines in the *P2RY11* mutant. This increase could trigger local inflammation in the brain (Fig. 7), ultimately leading to the cell death of HCRT neurons or the epigenetic silencing of *HCRT* (Seifinejad et al. 2023).

**Fig. 7:**
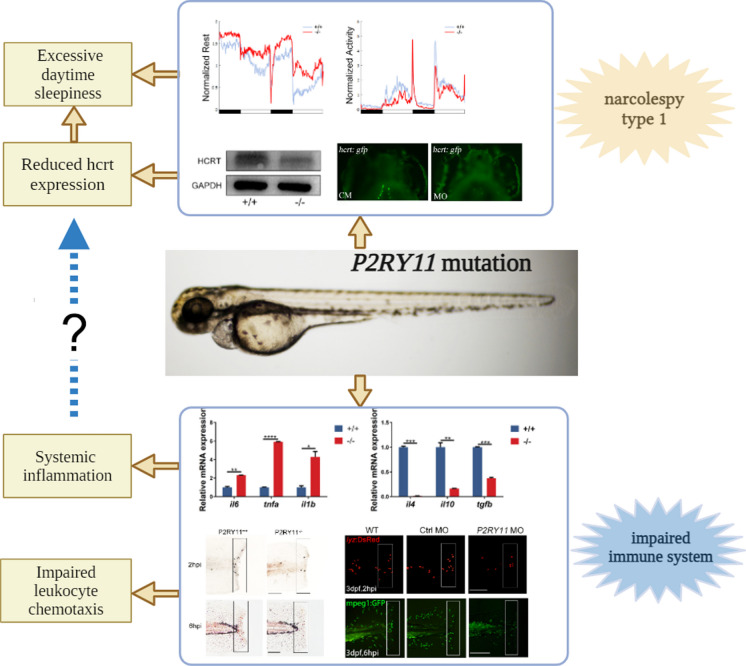
Diagram illustrating the effect of P2RY11 mutation on the immune response and the relationship of P2RY11 mutation with NT1

In addition to their important functions in innate immunity, macrophages and neutrophils contribute to wound healing and tissue regeneration (Li et al. 2012). Macrophages and neutrophils are recruited to sites of inflammation by gradients of chemoattractant (Kronlage et al. 2010). Here, we demonstrated that the slower migration and decreased accumulation of macrophages and neutrophils at the injury site, along with reduced expression of genes related with “leukocyte chemiotaxis” in the *P2RY11*^*−/−*^ mutant, indicate that the participation of P2RY11 is crucial for neutrophils and macrophages to infiltrate the damaged tissue. Purinergic signaling plays important roles in regulating chemotaxis of neutrophils and macrophages along chemical gradients (Wang and Chen 2018; Desai and Leitinger 2014). Both cells can translate the sensing of a chemoattractant into gradient navigation by releasing ATP and the autocrinally stimulating purinergic receptors linked to their membrane protrusions (Wang and Chen 2018). P2Y receptors on macrophages and neutrophils play a critical role in ATP-responsive amplification of chemotaxis (Desai and Leitinger 2014). The relationship between *P2RY11* and chemotactic navigation is completely unknown. It is worth further investigation as it might reveal the mechanism by which P2RY11 reduce the recruitment of macrophages and neutrophils. Additionally, we also observed that the numbers of neutrophils and macrophages in *P2RY11*^*−/−*^ mutant CHT were significantly lower than wild-type larvae, suggesting a potential role of *P2RY11* in myeloid hematopoiesis. On the other hand, it may also be a reason for the decreased recruitment of the two types of cells to the injury site.

In summary, we observed striking similarities in the expression of HCRT and daytime sleepiness between the NT1 patients and P2RY11-deficient zebrafish. Knockout of P2RY11 in zebrafish resulted in systemic inflammation, suggesting an essential role of P2RY11 in regulating the inflammatory response under normal physiological conditions. In addition, we revealed the vital function of P2RY11 in recruiting macrophages and neutrophils to damaged tissues. Our data expands understanding of the roles of P2RY11 in the occurrence of narcolepsy and inflammatory response. Therefore, our model provides an exciting novel tool to unravel the pathogenesis mechanisms of NT1, highlighting its typical traits, and to explore the function of P2RY11-mediated purinergic signaling in the infiltration of neutrophils and macrophages into damaged tissues.

## Supplementary Information

Below is the link to the electronic supplementary material.

Supplementary file1

## Data Availability

The data and materials of the study can be obtained from the corresponding author upon request. The RNA-seq data was submitted to the NCBI GEO repository with the accession number GSE264674.

# Supplementary material for: Deficiency of P2RY11 causes narcolepsy and attenuates the recruitment of neutrophils and macrophages in the inflammatory response in zebrafish
**Source:** Cell Biol Toxicol. 2024 May 21;40(1):36. doi: 10.1007/s10565-024-09882-5
**Supplement:** Supplementary file 1 — Supplementary file1

***Supplementary Materials***

**Deficiency of P2RY11 causes narcolepsy and attenuates the recruitment of neutrophils and macrophages in the inflammatory response in zebrafish**

Zhao Lin^1†^, Wang Li-feng^1†^, Wang Yi-chen^1†^, Liu Ao^1^, Xiao Qian-wen^1^, Hu Ming-Chuan^1^, Hao Hui-yu^1^, Gao Qian^1^, Sun Ming-zhu^2^, Zhao Xin^2,*^, Chen Dong-yan^1,*^

^†^These authors contributed equally to this work.

Chen Dong-yan

**Table of contents list**

1. **Supplementary methods**
2. **Supplementary Table S1.**
3. **Supplementary Figure S1.**
4. **Supplementary Figure S2.**

**Supplementary methods**

**Sleep/wake behaviors**

A video‐ tracking system was modified from a previous study and was applied to record 48-hour continuous sleep/wake behaviors (Prober et al., 2006, Rihel et al., 2010). 12 larvae of *P2RY11^-8bp^* and their siblings at 96 hpf were placed in a 96‐ well plate, with one larva in each well. 400 μL of E3 solution in each well can help maintain a nearly flat surface at the top of the wells, ensuring clear larval images with high resolution, brightness, and contrast. The 96‐well plate was placed in the device and illuminated with diffuse white light from 7:30 AM to 9:30 PM and constant infrared LED light. The images were recorded utilizing a video camera (MV-VS078FM, Micro Vision, Japan), which was equipped with a stationary megapixel lens (MP5018) and an infrared-penetrable filter, enabling the capture of infrared light. The entire system was kept at a steady temperature of 28°C and monitored for 48 hours from 96 to 144 hpf.

The processing program was developed using Microsoft Visual Studio 2010 (Microsoft Corporation, Redmond, WA, USA) and OpenCV 2.4.3 (Intel Corporation, Santa Clara, CA, USA). It was based on an algorithm that subtracted the adjacent frames from the former ones. Any one minute with a total movement duration of less than 0.1 second was categorized as one minute of rest (Prober et al., 2006, Rihel et al., 2010). A rest bout refers to a consecutive minute of rest (Prober et al., 2006, Rihel et al., 2010). The number of rest bouts represents the number detected within a single day or night (Prober et al., 2006, Rihel et al., 2010). Length of the rest bouts means the average duration of rest minutes (Prober et al., 2006, Rihel et al., 2010). Total activity was defined as the average amount of detected activity in seconds, including all rest bouts (Prober et al., 2006, Rihel et al., 2010). Waking activity was defined as the total amount of detected activity, excluding all one minute periods of rest (Prober et al., 2006, Rihel et al., 2010).

References:

Prober, D. A., J. Rihel, A. A. Onah, R.-J. Sung and A. F. Schier (2006). Hypocretin/Orexin Overexpression Induces an Insomnia-Like Phenotype in Zebrafish. The Journal of Neuroscience 26(51): 13400-13410.

Jason Rihel, David A Prober, Alexander F Schier (2010a). Monitoring sleep and arousal in zebrafish. Methods Cell Biol. 2010:100:281-94. doi: 10.1016/B978-0-12-384892-5.00011-6.

Jason Rihel et. al. (2010b). Zebrafish Behavioral Profiling Links Drugs to Biological Targets and Rest/Wake Regulation Science 327, 348 (2010); DOI: 10.1126/science.1183090

Table S1. Primers for genotyping, gRNA synthesis and RT-qPCR in this study.

| purpose | Gene | Sequence (5’-3’) |
| --- | --- | --- |
| genotyping | *P2RY11* | TCCACGACTTCGGTTCCAG |
|  |  | TTTCAAATCGACCTTCTCCC |
| gRNA synthesis | *P2RY11*T67 | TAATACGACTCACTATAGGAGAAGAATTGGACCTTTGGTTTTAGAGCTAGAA |
|  | Universal P | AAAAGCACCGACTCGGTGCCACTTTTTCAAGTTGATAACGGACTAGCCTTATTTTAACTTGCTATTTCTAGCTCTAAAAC |
| RT-qPCR | *il-6* | Fw **–** GTCTGCTACACTGGCTACACTCTTC |
|  |  | Rv **–** CGTCCACATCCTGAACTTCGTCTC |
|  | *il-4* | Fw **–** TGCCAAGCAGGAATGGCTTTGAA |
|  |  | Rv **–** TGCAGTTTCCAGTCCCGGTATATG |
|  | *il1b* | Fw **–** TCTGATGAGATGGACTGT |
|  |  | Rv **–** GATGTGCTTCATTCTGTTC |
|  | *il10* | Fw **–** AGCACTCCACAACCCCAATC |
|  |  | Rv **–**AGCAAATCAAGCTCCCCCATA |
|  | *tgfb* | Fw **–** GTCCGAGATGAAGCGCAGTA |
|  |  | Rv **–** TCAAATGAGAGCCAGCGGTT |
|  | *tnfa* | Fw **–** GCTGGTGATGGTGTCTAGGAGGAA |
|  |  | Rv **–** CCCTGGGTCTTATGGAGCGTGAA |
|  | *P2RY11* | Fw **–** AAGCACGGAAAACAAGGGCTC |
|  |  | Rv **–** CAGCATCCCCAAAGG |
|  | *hcrt* | Fw **–** ATTCTCACTCTTGGCAAAC |
|  |  | Rv **–** TTCATAACTGTCCACATCCT |
|  | *β-actin* | Fw **–** TTCACCACCACAGCCGAAAGA |
|  |  | Rv **–** TACCGCAAGATTCCATACCCA |
|  | *gapdh* | Fw **–** TTGCCGTTCATCCATCTT |
|  |  | Rv **–** GTGCCATCAGGTCACATACA |
|  | *cxcl20* | Fw **–** TGCGCTGCTGTTTGGAATGA |
|  |  | Rv **–** CCCCATCTGCCCTTCAGTAG |
|  | *ccl34b.1* | Fw **–** GACAACTGTGGGTGAGGAGG |
|  |  | Rv **–** GGTGGTATCGTGGAAGTCACA |
|  | *cyba* | Fw **–** GCTTTCTTACATGCTGCGCT |
|  |  | Rv **–** GTCTGGGAGGTGGGTTTTGA |
|  | *ccl39.3* | Fw **–** CCACCAGTAGCTGTGCCAAAA |
|  |  | Rv **–** CGTTTAGACTTTTACTCTGCTGTCC |
|  | *mmp13a* | Fw **–** GCTTCTGGCCTGAGATTCCA |
|  |  | Rv **–** ACCTTTATCCATTTGCCTTATTCCT |
|  | *coro1a* | Fw **–** GACAGACGAGGCTCCATACG |
|  |  | Rv **–** GCAAACCAATCATCCGCCTC |
|  | *cart1* | Fw **–** TGTGGAGAAGAAGCTCGGC |
|  |  | Rv **–** GACAACTGCACAACTTCCCGA |
|  | *hmx3b* | Fw **–** CAGAACCGCAGGAACAAGTG |
|  |  | Rv **–** GTGGTAGATGACGGGCACAC |
|  | *cckar* | Fw **–** TGGCCTCACCTCACTTGAAC |
|  |  | Rv **–** AACAGCCCCACGATTACCAG |
|  | *celf6* | Fw **–** GGCATACACCCCTATCCAGC |
|  |  | Rv **–** TTGGCTGAGATGACGTTCCC |
|  | *gpx3* | Fw **–** AACCATAAACGGGACGCAGT |
|  |  | Rv **–** CAAGGAAAGCCGAGGATGGT |
|  | *dlk2* | Fw **–** GGAAAATGTGCCGAAAATGG |
|  |  | Rv **–** GTAAACATCTTTGTCGCAGAATCTT |

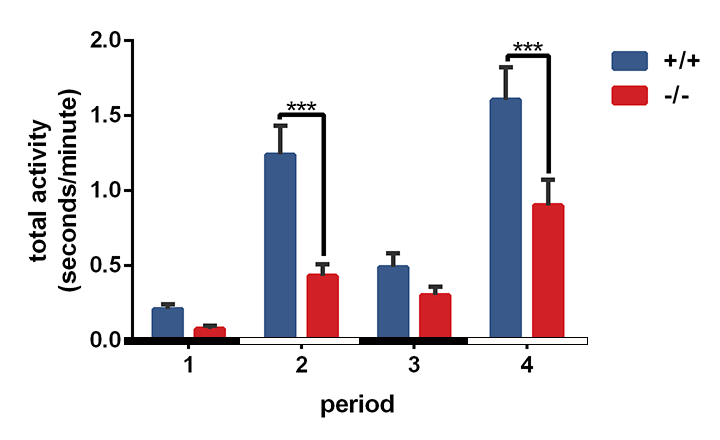

Figure S1. Parameter analysis for sleep/wake test showed the total activity was decreased in *P2RY11*^-/-^ mutants versus WT siblings, especially during daytime. n=12, ***p < 0.001.

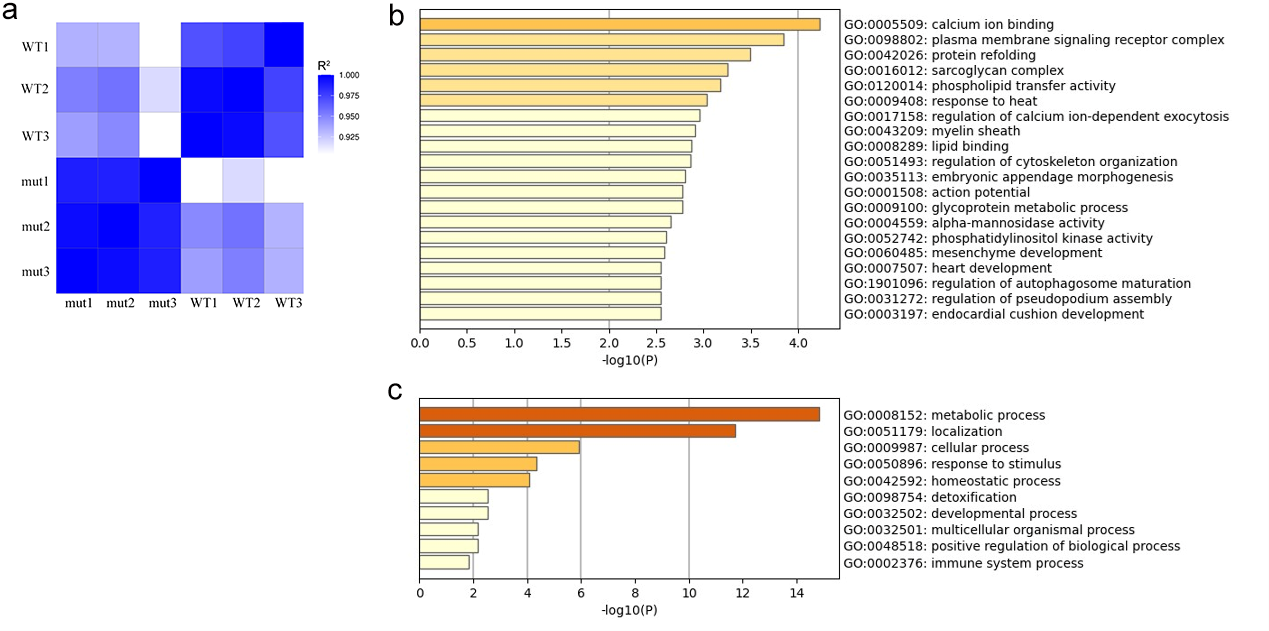

Figure S2. a, Distance heatmap analysis of WT siblings and *P2RY11*^-/-^ mutants. a, Color scale was shown on the right. The deeper the color, the smaller the difference between samples. b, GO analysis for the 1321 DE genes enriched in *P2RY11*^-/-^ mutants, with the color indicating the p-value. c, GO analysis for the 372 DE genes enriched in WT siblings, with the color indicating the p-value.

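The similarity between libraries was taken as the squared Pearson correlation of FPKM over all listed genes. Pairs of WT sibling libraries had R2 of 0.940 to 0.993 (mean 0.961, 3 pairs). Pairs of mutant libraries had 0.976 to 0.992 (mean 0.982, 3 pairs). The 9 pairs of a WT sibling and a mutant library had 0.817 to 0.916 (mean 0.870). These values run across genes within libraries, and genes are not independent replicates. On the log2 scale, which gives abundant genes less weight, the means were 0.953, 0.981 and 0.931. There WT sibling replicate 3 was less like WT sibling replicates 1 and 2 (R2 0.939 and 0.933) than these were like each mutant library, where the lowest R2 was 0.945. WT sibling replicates 1 and 2 had an R2 of 0.987 with each other. WT sibling replicate 3 also had the lowest median FPKM, 3.81 against 4.52 and 4.84 in the other WT siblings, and the most genes listed at 0, 180 against 61 and 48. The first principal component of the log2 values held 67.7% of the variance.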

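With the study's own criteria, an unadjusted p under 0.05 and a fold above 1.5, 1752 genes were higher and 604 were lower in P2RY11 mutants. These numbers used limma's p on log2(FPKM + 1) and a fold on the same scale. The mutant-enriched genes made up 74.4% of them. After median-of-ratios scaling 955 were higher and 1100 lower, and after quantile normalization 817 and 978, so the larger group changed with the scaling between libraries. With the fold taken from the group means of FPKM, the numbers were 2766 and 871. Genes enriched in mutants by these criteria include hsp70.3 and igfbp5a, and genes enriched in WT siblings include hbbe1.1, lyz and ccl34b.1. The GO analysis of either group was not repeated, since it needs the Metascape gene sets.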

How the deposited data were processed for this re-analysis (not part of the article)

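RNA was extracted from pools of 50 embryos of P2RY11 mutants and of their WT siblings, with 3 libraries per group, and sequenced on an Illumina instrument. The sources used here do not say whether the 3 pools of a group came from separate clutches or extractions on separate days, so the p-values measure the spread between these libraries. The authors trimmed the reads with cutadapt, aligned them with HISAT2 and quantified transcripts with StringTie, and gave FPKM per gene from Ballgown. The submitters' processing notes name FastQC 0.11.7, cutadapt 1.17, HISAT2 2.1.0 and StringTie 1.3.3. The paper's methods name the zebrafish assembly GRCz11, while the processing notes name a human assembly, GRCh37; the listed gene IDs and symbols are those of zebrafish. The strand setting and any filter on genes are not stated in the sources used here. The deposited values are FPKM, that is fragments scaled by transcript length and by the mapped fragments of the library, for 19071 genes in each of 6 tables. The unit FPKM stands in the header of 4 tables and is blank in 2, whose values lie in the same range. No read counts were used, and low values were too few to look for steps from which depth could be recovered (12 low genes in a pair of mutant libraries), so depth is unknown and no counting error is given.

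From the FPKM, log2(FPKM + 1) was computed, and the 18432 genes with a mean FPKM of at least 0.5 over the 6 libraries were tested; 639 were not. Mutants were compared with WT siblings with limma 3.58.1 in R 4.3.3, using eBayes with a mean-variance trend, no covariate and p-values in both directions with Benjamini-Hochberg adjustment. Genes were called at an adjusted p under 0.05. The study's own criteria, an unadjusted p under 0.05 and a fold above 1.5, were counted separately on the same fit. Single values were also compared by an exact permutation test, whose smallest p for 3 libraries against 3 is 0.1. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.

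Gene lists by function or cell type numbered 73, of which 69 had at least 3 tested members. Each was compared with all other genes by limma's camera with a preset correlation of 0.01, again with an estimated correlation, and tested by limma's fry, with Benjamini-Hochberg adjustment over the 69 lists. With the preset correlation 5 lists were higher and 27 lower at an adjusted p under 0.05, with an estimated correlation 0 (smallest adjusted p = 0.301) and with fry 9. Camera compares a list with other genes, so a list can be lower by camera while its median lies above 0. Lists that the study chose on these libraries are not independent evidence of direction or significance, also where p-values were adjusted over the list alone. The genes named in the text are p2ry11, hcrt, those the paper names, the 12 most positive and 12 most negative log2 differences among called genes with a gene name, a mean FPKM of at least 1 and no overlap between groups, and up to 4 members with the smallest p of each described list. Other genes were named only where a count is small or a feature is singled out.

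The samples, the tests of genes and gene lists, the lists, the rule for named genes and the alternatives were fixed before the data were examined. The tests of mt-atp6, the numbers of neighbors of p2ry11 other than 50 on each side and the inclusion of hbz and hbba2 among the globin genes were chosen after values had been seen. Which lists are described was decided after their results had been seen, and symbols of listed genes without a match were looked up in a table of 17822 gene IDs, a step added after the values had been seen. Some symbols belong to several gene IDs, as for MFAP4, hbba1 and ccl39.3, and reads of such copies can be shared. Gene neighbours and spans come from a RefSeq table of another assembly, GRCz12tu, which matched 16800 of the listed genes (88.1%); no coordinates were taken from it. Alternatives were other pseudocounts (0.1 and 0.5), no filter and a filter at a mean FPKM of 1, rescaling to TPM, median-of-ratios scaling, quantile normalization, a replicate block, an ordinary linear model with and without a library covariate (the sum of log2 values below the library's percentile 75, as in Ballgown), the fold of group means, the other set tests and leaving out each library in turn.

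The test was tried on simulated data for this comparison with 200 changed genes among 18432. It called 18% of genes changed 1.5-fold, 66% of those changed 2-fold, 90% at 3-fold and 92% at 4-fold. Of its calls 4.32% were unchanged genes, and it called 0 genes when none was changed. Of 100 lists without a shift, 1 had a camera p under 0.05 with the preset correlation. The noise of each simulated gene was drawn independently and no library stood apart. The simulation therefore cannot show how these tests behave where genes vary together, as in the real lists. The staining, behavior, qRT-PCR, western blot and injury experiments of the paper were not analysed here, nor was the GO enrichment, which needs the Metascape gene sets.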

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

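The tests of mt-atp6 were chosen, and hbz and hbba2 were added to the globin genes, only after their values had been seen, as were other numbers of neighbors of p2ry11 than 50 on each side. Groups of 3 libraries are too small to test single libraries for extreme values. The genes below were chosen among called genes with a name, a mean FPKM of at least 1 and no overlap between the groups. Their lack of overlap was therefore set by the choice. Those with the most positive log2 differences lie outside those the paper discusses. They were mt-atp6 at 4.98, igfbp5a at 3.24 and the gene si:ch73-7i4.1 at 3.02. Next were si:ch211-130m23.2 at 2.64, cp, which encodes the copper carrier ceruloplasmin, at 2.58, and si:ch211-113d11.5 at 2.45. The genes si:dkey-281i8.1, si:ch73-7i4.2 and znf977 had 2.28, 2.28 and 2.27. The neuronal gene auts2a had 2.11, si:rp71-36a1.5 had 2.07 and the metallothionein gene mt2, whose product binds metals, had 2.05.

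The mitochondrial gene mt-atp6 had FPKM of 95.5, 100 and 133 in WT siblings and 3031, 3308 and 4082 in mutants. Reads moved to it from mt-atp8, which overlaps it, would lower mt-atp8, but mt-atp8 rose by 1.13 on the log2 scale (adjusted p = 0.0237 from limma, and 0.0783 after median-of-ratios scaling). A rise of all mitochondrial transcripts would need changes of a like size, while the median of the 12 others was 0.54, with a range of 0.074 to 1.13. The ratio of mt-atp6 to mt-atp8 FPKM was 0.0663, 0.0638 and 0.0758 in WT siblings and 1.06, 1.09 and 0.849 in mutants. As mt-nd4l also rose by 1.13, a shared rise could mask reads lost from mt-atp8, so moved reads are not excluded. The assignment of reads, a sequence variant in the mitochondrial genome and a biological change of mt-atp6 stay open, and these values cannot tell them apart.

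WT sibling replicate 3 stood apart from the other WT siblings. A difference in scaling alone is argued against: after quantile normalization, which gives every library the same distribution, its spread over genes around WT sibling replicates 1 and 2 was still 2.55 times that expected from these libraries (2.82 times before). A dependence on gene length is consistent with the data, since its deviation fell with the gene's span (Spearman rho -0.463 over genes, which are not independent replicates; -0.1 to 0.1 in the other libraries). The spans cover 89.0% of the tested genes, include introns and are not transcript lengths. The rho of span with the log2 difference between mutants and WT siblings was 0.311, and 0.137 without this library; a difference in the larvae or in their RNA stays open and was not tested.

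Of 14 tested globin genes 10 were lower in mutants, with a median log2 difference of -0.89 over all 14; hbz, hbba2, hbbe3 and hbbe1.2 were not called, at -0.087, -0.29, -0.33 and -0.49. Fewer erythroid cells would lower other erythroid genes too: the median of 17 of them was -0.23 relative to all genes, with quartiles of -0.68 and 0.17 on the same scale, and 4 were lower and 1 higher. Alleles inherited with the p2ry11 mutation could also differ, as 9 of 13 globin genes with a position lie on its chromosome in the RefSeq order. In that order 12 other tested genes lie between p2ry11 and the middle of these globin genes. Of the erythroid list's globin genes, hbae5, hbbe2 and hbbe3 on other chromosomes had -0.63, -0.66 and -0.33. Those on the chromosome of p2ry11 ran from -0.49 (hbbe1.2) to -3.44 (hbbe1.1). These values leave out hbz and hbba2, which are outside that list at -0.087 and -0.29, so the split by chromosome is not complete. Of the 100 nearest tested genes, globins left out, 16 were called (16%, against 11.2% elsewhere; odds ratio 1.51, 95% interval 0.825 to 2.61, Fisher's exact p = 0.15), and with 10, 25, 100 and up to 200 genes on each side the odds ratio was 0.416 (0.0100 to 2.62), 1.29 (0.489 to 2.90), 1.63 (1.09 to 2.38) and 1.25 (0.872 to 1.75). The members go both ways and the interval is wide, so these explanations and a change of globin expression itself cannot be told apart here.

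The real grouping of the 6 libraries called 2250 genes, and the highest count of the other splits into 3 and 3 was 1. There are only 10 such splits, of which 1 called as many, and this is too few for a share under 0.05.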

How the results depend on the processing

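No alternative in this part was chosen after its result was seen. All 2250 calls kept their direction in every alternative that tested them. Of the 116 named genes called, 34 to 116 stayed past the threshold, except with an ordinary linear model with a library covariate. The numbers of genes higher and lower, 1517 and 733, stayed within 1.5-fold with other pseudocounts, with other filters and after rescaling to TPM. After median-of-ratios scaling 668 genes were higher, and after quantile normalization 989 were higher and 1301 lower. An ordinary linear model without pooling of the spread called 624 higher and 255 lower. With a library covariate as well it called 0 and 0, with 3674 genes at an unadjusted p under 0.05. Leaving out 1 library each gave 114 to 3747 higher and 71 to 1488 lower genes. The highest came without WT sibling replicate 3, then 1366 and 537 without WT sibling replicate 2. Without WT sibling replicate 1 they were 223 and 160, without mutant replicate 1 137 and 128, without mutant replicate 2 153 and 108, and the lowest came without mutant replicate 3. Fewer libraries lower the power of the test by construction. For the rise without WT sibling replicate 3 and the other changes the cause was not tested.

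Both groups carry replicate numbers 1 to 3, but the sources used here give them no shared origin. Deviations of equally numbered libraries correlated at 0.0160, 0.0718 and 0.138. WT sibling replicates 2 and 3 correlated best with the mutant library of the same number, and WT sibling replicate 1 with mutant replicate 2 (0.113). So few values, which are not independent, cannot decide whether the numbers pair the libraries. With the replicate number as a block, 672 genes were higher and 404 lower.

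With the study's criteria, 1752 genes were higher, and 3081 after rescaling to TPM, 955 after median-of-ratios scaling, 817 after quantile normalization, 1149 with an ordinary linear model, 657 with a library covariate as well and 2766 with the fold of group means. The number lower, 604, became 1100 after median-of-ratios scaling and 978 after quantile normalization. Leaving out 1 library each gave 1057 (without WT sibling replicate 3) to 2800 (without WT sibling replicate 2) higher. The log2 difference of p2ry11, listed at 0 in mutants and so set by the pseudocount, was -0.89 with a pseudocount of 1, -3.25 with 0.1 and -1.44 with 0.5. It was -1.50 after rescaling to TPM and -1.01 after quantile normalization. The mean R2 between groups was 0.870 and on the log2 scale 0.931, and the gap to pairs within groups was 0.102 and 0.0364.

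Of the gene lists besides the macrophage, neutrophil and heatmap lists, 30 passed camera at an adjusted p under 0.05 with the preset correlation, 0 with an estimated correlation and 8 with fry, which does not compare a list with other genes. With an estimated correlation 10 of all lists had an unadjusted p under 0.05. The adjusted p of the macrophage genes, 0.00164, became 0.512 with an estimated correlation and 0.196 with fry. It ran from 0.000104 (without mutant replicate 2) to 0.115 (without mutant replicate 1). That of the heatmap genes was 0.301 with an estimated correlation. The cause was not tested.

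Some results reversed direction, and the cause was not tested. Of these only the skeletal muscle and hepatocyte genes had passed camera with the preset correlation, and only the ionocyte and mucous cell genes passed a threshold in the reverse direction, that of fry (adjusted p = 0.0417). With a library covariate actb1 had 0.16, ccl25b 0.078, tgfb1b -0.084 and tgfb2 -0.039 on the log2 scale. After quantile normalization actb1 had 0.12, tgfb1b -0.12 and mpeg1.1 -0.15. For mpeg1.1 the value was -0.071 after median-of-ratios scaling and -0.14 (without mutant replicate 3) to 0.33 (without mutant replicate 1) on leaving out 1 library. For tgfb1a it was 0.080 after rescaling to TPM and -0.073 to 0.030 on leaving out 1 library. With fry the neutrophil genes (adjusted p = 0.365), the pro-inflammatory genes (0.107) and the hepatocyte genes (0.804) leaned higher without passing and the ionocyte and mucous cell genes were higher, where camera placed all of these lower than other genes. The camera adjusted p of the ionocyte genes was 0.971 after rescaling to TPM and 0.709 to 0.945 on leaving out 1 library. Interferon response genes changed sides at adjusted p of 0.988 with a pseudocount of 0.1, 0.911 with a filter at a mean FPKM of 1, 0.971 after rescaling to TPM, 0.686 after quantile normalization and 0.962 with the replicate block, and had 0.688 to 0.957 on leaving out 1 library. Glutamate receptor genes had 0.864 after quantile normalization and 0.383 to 0.889 on leaving out 1 library. Skeletal muscle genes, lower by camera at 0.00131 (0.512 with an estimated correlation) with a median of -0.047 and a mean of 0.038, had 0.786 after quantile normalization. The read depth is unknown, so its effect on low values could not be judged.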

Differences from the paper's values

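At the paper's stated criteria, a fold above 1.5 and p under 0.05, 604 genes were lower in mutants here, where the paper gives 372. The paper names tests of group differences in general and does not say which gave the p of the sequencing. Of the alternatives set before the data were examined, those that came within 1.5-fold of the paper's number were a filter at a mean FPKM of 1 (543 genes), rescaling to TPM (528), an ordinary linear model (531), leaving out WT sibling replicate 3 (522) and leaving out mutant replicate 3 (552). Those that did not were pseudocounts of 0.1 (818) and 0.5 (718), no filter (640), median-of-ratios scaling (1100), quantile normalization (978), the replicate block (614), the library covariate (600), the fold of group means (871) and leaving out WT sibling replicate 1 (673), WT sibling replicate 2 (695), mutant replicate 1 (653) or mutant replicate 2 (631). The number of higher genes was 1752 against the paper's 1321, and the total 2356 against the paper's 1693, both within 1.5-fold. The ordinary linear model gave a total of 1680 and leaving out mutant replicate 1 gave 1281 higher genes, the values nearest to the paper's total and to its number of higher genes.

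The paper shows the genes of its heatmap as lower in mutants. Here 24 of 26 had a log2 difference below 0, 8 passed the adjusted test of limma as lower and 9 met the paper's criteria (12 with the fold of group means). After quantile normalization aanat2, cxcl20, mmp13a and lta4h also passed the adjusted test as lower and caspb no longer did (adjusted p = 0.101), after median-of-ratios scaling also cxcl20 and lta4h, and without WT sibling replicate 3 also aanat2 and cxcl20. The paper names mpeg1 as lower in the sequencing, and mpeg1.1 had a log2 difference of 0.071 (adjusted p = 0.849 from limma) and passed the test under no alternative. The paper names tnfrsf14l as lower. The gene si:ch211-261n11.7, which is tnfrsf14 in the table of symbols and is not certain to be the same gene, had 0.33 (adjusted p = 0.118 from limma), and without WT sibling replicate 3 it passed the test as higher.

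The paper gives calcium ion binding among the terms of its higher genes. The term's own members were not used here. Of the calcium-binding groups tested, the cadherin genes had a median log2 difference of 0.35 and the EF-hand genes of -0.038.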

Other observations

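No test in this part was chosen after its result was seen, but which gene groups are described was chosen after their values had been seen. The erythroid gene list had 14 of 29 tested genes lower in mutants and 1 higher (17 and 3 adjusted over the list alone), with a median of -0.68 relative to all genes (adjusted p = 1.80e-09 from camera, and adjusted p = 0.301 with an estimated correlation). These genes took 1.78% ± 0.267 of all FPKM in WT siblings and 0.898% ± 0.0158 in mutants (SD, n = 3 libraries). The heme synthesis gene alas2 fell by 0.71 on the log2 scale (SE 0.0833, adjusted p = 0.00644 from limma) and the globin genes hbae1 and hbae3 by 1.59 and 1.15. WT sibling replicate 3 lay a median of 0.30 above the other WT siblings in this list, and without it 17 genes fell and 4 rose. Without WT sibling replicates 1 and 2, each left out alone, 8 and 13 genes fell. Without mutant replicates 1 and 2, each left out alone, 5 and 6 fell. After quantile normalization the median of the list was -0.43 relative to all genes. Globin genes are near copies that can share reads, and 10 of the genes that fell were globin genes. The 17 tested members of the list that are not globins had a median log2 difference of -0.068, with 4 lower and 1 higher. That median is -0.23 relative to all genes.

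Of 13 mitochondrially encoded genes 5 rose and 0 fell (7 and 0 adjusted over the list alone; adjusted p = 0.00161 from camera, and adjusted p = 0.539 with an estimated correlation), with mt-nd5 at 1.01 and mt-nd4l at 1.13. They took 3.1% ± 0.472 of all FPKM in WT siblings and 5.49% ± 0.873 in mutants (SD, n = 3). WT sibling replicate 3 differed from the other WT siblings by a median of 0.56 in them, and without it 12 rose and 0 fell (adjusted p = 2.22e-06 from camera). Without WT sibling replicate 1, WT sibling replicate 2 and mutant replicate 1, each left out alone, 2, 4 and 1 rose (adjusted p = 0.0121, 0.0154 and 0.000347 from camera). Of 21 histone genes 5 fell and 0 rose (10 and 0 adjusted over the list alone; adjusted p = 9.35e-08 from camera, and adjusted p = 0.301 with an estimated correlation), with hist1h4l at -1.51, h2afx at -1.24 and histh1l at -1.05. WT sibling replicate 3 lay a median of 0.22 above the other WT siblings in the histone genes, and without it 9 fell and 1 rose. Without WT sibling replicate 1, WT sibling replicate 2 and mutant replicate 1, each left out alone, 1, 5 and 1 histone genes fell. After quantile normalization the median relative to all genes went from -0.52 to -0.32. Of 52 lens genes 5 fell and 3 rose, the same when adjusted over the list alone (adjusted p = 1.93e-07 from camera, and adjusted p = 0.512 with an estimated correlation). After quantile normalization the camera adjusted p of the lens genes was 0.218, and the median relative to all genes went from -0.43 to -0.10, and to -0.22 without WT sibling replicate 3. In these WT sibling replicate 3 lay a median of 0.45 above the other WT siblings.

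Among 26 neuropeptide genes of sleep and arousal 1 fell and 0 rose (0 and 0 adjusted over the list alone; adjusted p = 0.00161 from camera, and adjusted p = 0.301 with an estimated correlation). The gene that fell was the vasopressin gene avp, by 1.65 (adjusted p = 0.0357 from limma). The paper states that hcrt mRNA was lower in mutants at 3 dpf by RT-qPCR. In the sequencing hcrt had 1.41 ± 0.593 FPKM in WT siblings and 0.812 ± 0.134 in mutants (SD, n = 3 each), a log2 difference of -0.38 (SE 0.198, adjusted p = 0.205 from limma). Of the cytokine genes that the paper measured by qRT-PCR, il6, tnfa, il1b, il4 and il10 are not among the listed genes. The transforming growth factor genes tgfb1a, tgfb1b, tgfb2 and tgfb3 had log2 differences of -0.019, 0.13, 1.13 and -0.29 (adjusted p = 0.909, 0.527, 0.101 and 0.0603 from limma). The control genes actb1 and gapdh had -0.12 and -0.46 (adjusted p = 0.602 and 0.0668), and actb1 was 0.12 after quantile normalization.

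In 25 genes all mutant libraries were listed at 0 and all WT sibling libraries at an FPKM of 0.5 or more, and 12 genes showed the reverse. Among the former were p2ry11 itself, the globin genes hbaa1 and hbba1, and ggact.1, ggact.2 and ggact.3. The gene ggact.2 had FPKM of 5.00, 5.19 and 6.29 in WT siblings, and zgc:158862, also among them, had 4.96, 3.84 and 3.23. Of the 25 and 12 genes together 16 have a position in the RefSeq table, fewer than 80%, so a comparison by position would be void. Genes lower in mutants and not at 0 included si:dkeyp-52c3.2 at -3.04 and CU469570.3 at -2.46. Pigment cell genes were lower than other genes as a group (adjusted p = 0.000290 from camera, and adjusted p = 0.440 with an estimated correlation), as were epidermal genes (adjusted p = 0.00161 from camera, and adjusted p = 0.301 with an estimated correlation), exocrine pancreas genes (adjusted p = 0.0123 from camera, and adjusted p = 0.301 with an estimated correlation) and hepatocyte genes (adjusted p = 0.0214 from camera, and adjusted p = 0.516 with an estimated correlation). The hepatocyte genes had 6 lower and 6 higher (8 and 8 adjusted over the list alone). The camera adjusted p after quantile normalization was 0.864 for the epidermal and 0.661 for the hepatocyte genes, and without WT sibling replicate 3 it was 0.0529 for the pancreas and 0.11 for the hepatocyte genes.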
